# Adaptation of iCLIP to plants determines the binding landscape of the clock-regulated RNA-binding protein *At*GRP7

**DOI:** 10.1186/s13059-017-1332-x

**Published:** 2017-10-31

**Authors:** Katja Meyer, Tino Köster, Christine Nolte, Claus Weinholdt, Martin Lewinski, Ivo Grosse, Dorothee Staiger

**Keywords:** Circadian rhythm, Individual nucleotide resolution crosslinking and immunoprecipitation (iCLIP), RNA immunoprecipitation (RIP), RNA-binding protein

## Abstract

**Background:**

Functions for RNA-binding proteins in orchestrating plant development and environmental responses are well established. However, the lack of a genome-wide view of their in vivo binding targets and binding landscapes represents a gap in understanding the mode of action of plant RNA-binding proteins. Here, we adapt individual nucleotide resolution crosslinking and immunoprecipitation (iCLIP) genome-wide to determine the binding repertoire of the circadian clock-regulated *Arabidopsis thaliana* glycine-rich RNA-binding protein *At*GRP7.

**Results:**

iCLIP identifies 858 transcripts with significantly enriched crosslink sites in plants expressing *At*GRP7-GFP that are absent in plants expressing an RNA-binding-dead *At*GRP7 variant or GFP alone. To independently validate the targets, we performed RNA immunoprecipitation (RIP)-sequencing of *At*GRP7-GFP plants subjected to formaldehyde fixation. Of the iCLIP targets, 452 were also identified by RIP-seq and represent a set of high-confidence binders. *At*GRP7 can bind to all transcript regions, with a preference for 3′ untranslated regions. In the vicinity of crosslink sites, U/C-rich motifs are overrepresented. Cross-referencing the targets against transcriptome changes in *At*GRP7 loss-of-function mutants or *At*GRP7-overexpressing plants reveals a predominantly negative effect of *At*GRP7 on its targets. In particular, elevated *At*GRP7 levels lead to damping of circadian oscillations of transcripts, including *DORMANCY/AUXIN ASSOCIATED FAMILY PROTEIN2* and *CCR-LIKE*. Furthermore, several targets show changes in alternative splicing or polyadenylation in response to altered *At*GRP7 levels.

**Conclusions:**

We have established iCLIP for plants to identify target transcripts of the RNA-binding protein *At*GRP7. This paves the way to investigate the dynamics of posttranscriptional networks in response to exogenous and endogenous cues.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1332-x) contains supplementary material, which is available to authorized users.

## Background

RNA-binding proteins (RBPs) regulate RNA processing steps from synthesis to decay, including pre-mRNA splicing, transport, 3′ end formation, translation, and degradation. This regulation at the RNA level represents an important checkpoint to extensively modulate gene expression once transcription has been initiated. *Arabidopsis thaliana* harbors 197 proteins with an RNA recognition motif (RRM), the most frequent type of RNA-binding domain [1]. The complete binding repertoire of any of these RBPs is virtually unknown.

To date, global mapping of in vivo RNA–protein interactions is performed by immunopurification of RNA-binding proteins using antibodies against the native protein or an epitope, and cataloguing the associated RNAs by RNA-seq. In higher plants, RBPs were immunoprecipitated from lysates of purified maize chloroplasts under native conditions and RNAs were identified by microarrays [2]. To preserve the physiological RNA–protein interactions, RNA and bound proteins are often crosslinked in vivo. In conventional RNA immunoprecipitation (RIP) techniques, formaldehyde is used for crosslinking. RIP and subsequent identification of bound transcripts by reverse transcription (RT)-PCR has been used to confirm candidate in vivo targets of plant RBPs [3, 4]. In a first RIP-seq analysis in *Arabidopsis*, more than 4000 targets of the serine/arginine rich (SR)-like protein SR45 were identified by RNA immunoprecipitation, followed by high-throughput sequencing [5].

While RIP is useful to identify in vivo target transcripts, it does not provide immediate information about the binding motifs on the RNAs. To overcome this drawback, more recently developed crosslinking and immunoprecipitation (CLIP) techniques rely on UV-induced covalent bonds between RBPs and their target RNAs, providing information on the site of interaction [6]. For CLIP, adapters are attached to both the 5′ and 3′ ends of the RNAs co-precipitating with the protein of interest. Thus, CLIP can only identify sequences with read through of the RT beyond the crosslink site. However, up to 80% of the cDNAs terminate at the crosslinked nucleotide [7–9]. This property has been used to increase the resolution in individual nucleotide resolution crosslinking and immunoprecipitation (iCLIP) [10]. A linker is ligated to the 3′ end of the RNAs, serving as a docking platform for a two-part cleavable RT primer. Circularization of the cDNAs and relinearization places part of the adapter to the 5′ end so that truncated cDNAs are captured for preparation of the RNA-seq libraries.

CLIP techniques have initially been developed for cells cultured in monolayers or mammalian tissue [6, 10]. Thus, it was not clear whether intact plants with UV-absorbing pigments would allow efficient crosslinking, and whether the UV light treatment could elicit UV stress responses in plants that might compromise physiological RNA–protein interactions.

We chose to establish iCLIP for *Arabidopsis*, using *Arabidopsis thaliana* glycine-rich RNA-binding protein 7 (*At*GRP7) as a paradigm. *At*GRP7 is controlled by the circadian clock, an endogenous timekeeper that prepares organisms for the periodic changes of day and night [11]. *At*GRP7 consists of a single RRM and a namesake glycine-rich stretch. The *At*GRP7 transcript oscillates with a peak in the evening, and the oscillations persist in continuous light [12, 13]. Ectopic over-expression of *At*GRP7 (*At*GRP7-ox) leads to damping of the endogenous *AtGRP7* transcript oscillations: Binding of *At*GRP7 to its own pre-mRNA causes a shift to an alternative splice form retaining part of the intron with a premature termination codon (PTC) that is degraded via nonsense-mediated decay (NMD) [14, 15]. Elevated levels of *At*GRP7 also negatively regulate the paralog *At*GRP8 through alternative splicing and NMD. Furthermore, *At*GRP7 regulates alternative splicing of a suite of downstream targets [16]. Additionally, *At*GRP7 functions as an RNA chaperone [17]. Mutation of the conserved Arg49 in the RNA-binding domain (R^49^Q) abolishes in vivo RNA binding and function [18, 19]. *At*GRP7 is involved in a suite of physiological processes, including circadian timekeeping, cold responses, phytohormone responses, and flowering time control [20–22]. To comprehensively understand how *At*GRP7 exerts its diverse functions, determination of its target transcripts and binding landscape at a genome-wide scale is of central importance.

Here, we determined *At*GRP7 targets by iCLIP and a parallel RIP-seq analysis for independent validation. In plants expressing an *At*GRP7-GREEN FLUORESCENT PROTEIN (GFP) fusion we identified significant crosslink sites in 858 target transcripts that were not detected in plants expressing the RNA-binding dead variant *At*GRP7 R^49^Q-GFP, or GFP alone. Of these targets, 452 were also identified by RIP-seq following formaldehyde crosslinking, defining a set of high-confidence binders. In the vicinity of the crosslink sites, UC rich motifs were enriched. To investigate whether the identified in vivo targets are regulated by *At*GRP7 at the mRNA level, we performed total RNA-seq of *At*GRP7 loss-of-function and overexpressing plants. Direct binding targets appear to be predominantly negatively regulated by *At*GRP7. In particular, circadian transcript oscillations are damped in *At*GRP7-overexpressing plants.

## Results

To identify in vivo binding targets of the circadian clock-regulated RBP *At*GRP7 by iCLIP at a genome-wide scale, GFP-tagged *At*GRP7 was expressed under control of its own promoter including the 5′ UTR, 3′ UTR, and intron (*AtGRP7*::*AtGRP7-GFP*) in the *grp7-1* loss-of-function mutant [21]. This construct recapitulates the endogenous expression pattern, thus reducing binding to non-physiological targets due to aberrantly high or ectopic *At*GRP7 expression, and it enables efficient immunoprecipitation using GFP Trap beads with the high affinity single chain antibodies [23].

### Conditions for UV light crosslinking of RNA–protein complexes in *Arabidopsis* plants

To covalently crosslink RNA binding targets to the *At*GRP7-GFP fusion protein in vivo, we adapted UV crosslinking (XL) established for mammalian cells, yeast, or *Caenorhabditis elegans* to *Arabidopsis* plants [10, 24]. Sixteen-day-old *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants were subjected to irradiation with UV-C light (254 nm) at a dose of 500 mJ/cm^2^. To test how this UV-C treatment affects the physiological state of the plants, we first monitored the *METACASPASE 8* (*MC8*) transcript that is known to be upregulated in response to UV stress [25, 26]. We detected a significant increase in *MC8* only after 1 h, indicating that UV stress-induced changes in gene expressions are negligible within the few minutes between treatment and harvest (Additional file 1: Figure S1a, b). As UV-C is also known to trigger the HY5-mediated UV-B signaling pathway, we monitored the level of *HY5 HOMOLOG* (*HYH*), a marker for UV-B photomorphogenesis [27]. *HYH* also showed a significant increase only 60 min after irradiation. The level of the *At*GRP7-GFP fusion protein itself did not change upon UV treatment, excluding false positive results due to a UV effect on *At*GRP7 (Additional file 1: Figure S1c).

As UV-C light also leads to programmed cell death in *Arabidopsis* [28], we checked whether the treatment with 254-nm UV light causes long-term damage by visible inspection of the plants 2, 5, 6, and 8 days after irradiation (Additional file 1: Figure S1d). After 5 days, irradiated leaves showed complete bleaching, but at the same time new, green leaves emerged. Taken together, these data showed that UV light at the dose chosen indeed reaches the interior of the leaves but does not noticeably change the physiological state of the plants in the timeframe before harvest, suggesting that we would obtain a valid snapshot of the *At*GRP7 RNome at the time of irradiation under these conditions.

Next, we confirmed an efficient recovery of the *At*GRP7-GFP fusion protein from the lysate upon precipitation with GFP Trap beads (IP+) but not upon mock precipitation with RED FLUORESCENT PROTEIN (RFP) Trap beads (IP−) by immunoblotting (Fig. 1a). The light harvesting chlorophyll binding protein LHCP was not depleted from the supernatant.

**Fig. 1:**
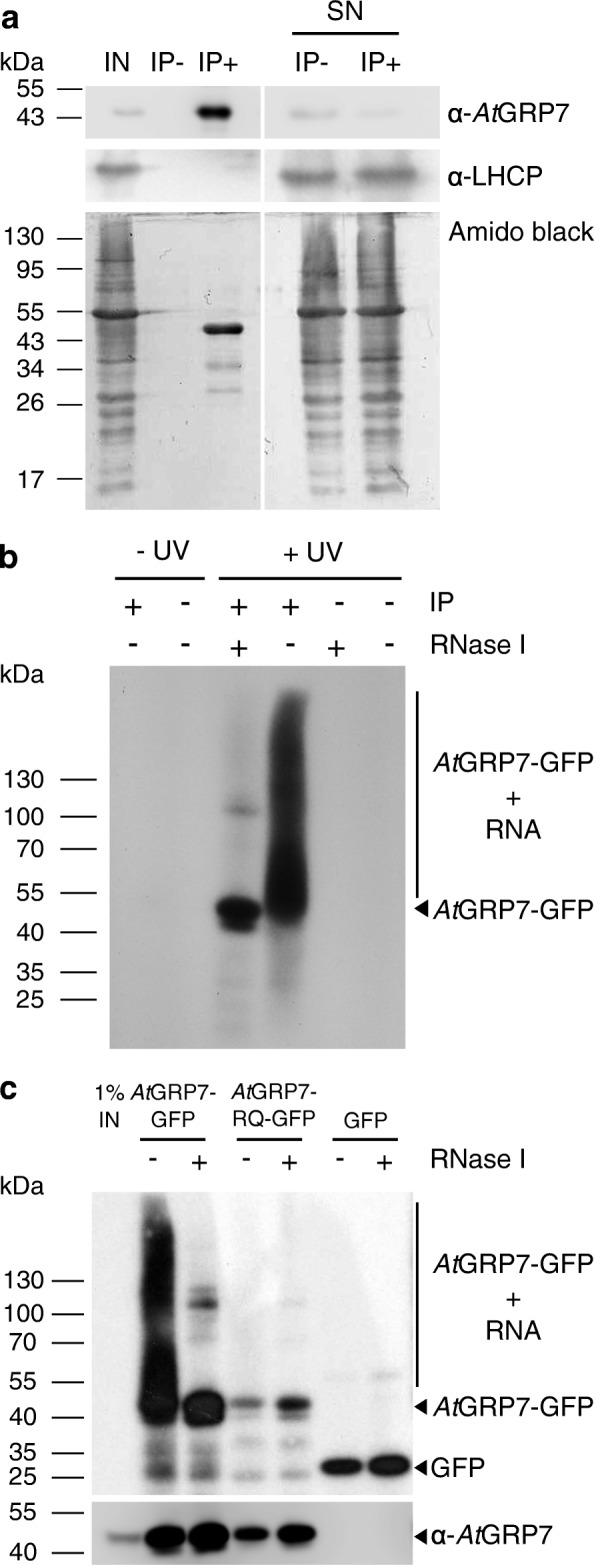
Immunoprecipitation of *At*GRP7 protein–RNA complexes from UV crosslinked *AtGRP7::AtGRP7-GFP grp7-1* plants. RNA–protein interactions were stabilized by UV irradiation of 16-day-old plants with UV light (254 nm) at 500 mJ/cm^2^. Lysates were subjected to immunoprecipitation with GFP Trap beads (*IP+*) and mock precipitation with RFP Trap beads (*IP−*). **a** Aliquots of the lysate (input, *IN*), IP+, IP− and the supernatant (*SN*) of the precipitations were analyzed by immunoblotting with the α-*At*GRP7 antibody. The α-LHCP antibody served as control. For comparison, the membrane was stained with amidoblack. Positions of the molecular weight markers are indicated. **b** Autoradiogram of RNA–protein complexes from *AtGRP7::AtGRP7*-*GFP grp7-1* plants after UV XL and without UV XL and after precipitation (*IP+*) or mock precipitation (*IP−*). Treatment of the precipitate with RNase I (*+ RNase*) indicates the size of the precipitated protein. **c** Autoradiogram of RNA–protein complexes of UV crosslinked *AtGRP7::AtGRP7*-*GFP grp7-1* plants, *AtGRP7::AtGRP7 R* ^*49*^ *Q*-*GFP*, and *AtGRP7::GFP-only* plants. Immunoblot against *At*GRP7 identifies the precipitated protein (*bottom*). Marker positions and the location of the *At*GRP7-GFP RNA adducts are indicated

To optimize the yield of the RNA–protein complexes, we adapted the lysate preparation for iCLIP on the basis of the protocol we have developed for RIP following formaldehyde fixation [4, 29]. In particular, higher concentrations of ionic detergent (1% SDS) than used for mammalian cells (0.1% SDS) [10] led to more efficient protein extraction in the lysate. The formation of covalent *At*GRP7-GFP–RNA adducts upon UV crosslinking was monitored by radiolabeling of the RNA. Upon SDS-PAGE, blotting and autoradiography, complexes were detected in crosslinked *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants but not in non-crosslinked plants (Fig. 1b). No complexes were precipitated by RFP Trap beads (IP−) irrespective of UV irradiation. This suggested that the co-precipitating RNAs were mostly targets of the RBP and not only RNAs interacting nonspecifically with the beads. RNase I treatment eliminated most of the crosslinked RNA. As additional controls we used plants expressing the *AtGRP7*::*AtGRP7 R* ^*49*^ *Q*-*GFP* variant with reduced RNA-binding activity due to mutation of a conserved arginine residue in the RRM, or the GFP moiety alone, under control of the *AtGRP7* promoter. Only little RNA–protein complexes were precipitated in these controls (Fig. 1c). Probing of the membrane with the *At*GRP7 antibody confirmed the identity of the precipitated proteins (Fig. 1c).

### iCLIP of *At*GRP7

To comprehensively identify binding substrates of *At*GRP7, libraries were prepared from the RNA–protein complexes for sequencing on the Illumina platform. The procedure is schematically shown in Additional file 1: Figure S2a. *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants were grown in 12 h light–12 h dark cycles, and transferred to continuous light. UV crosslinking was performed after 36 h, at subjective dusk (LL36), the time of *AtGRP7* peak expression. After immunoprecipitation of the RNA–protein complexes from the lysate, the membrane region corresponding to the smear of covalently linked *At*GRP7-GFP–RNA complexes was excised (Additional file 1: Figure S2b). RNA was extracted and libraries were prepared as described in “Methods”. In parallel, negative control libraries were prepared from corresponding regions of lanes containing RNA–protein complexes from GFP-only plants and *AtGRP7*::*AtGRP7 R* ^*49*^ *Q*-*GFP* plants (representative samples shown in Additional file 1: Figure S2b). The read statistics of the individual replicates are shown in Additional file 2: Table S1.

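The iCLIP libraries at LL36 came from 5 biological replicates of *At*GRP7-GFP plants, 5 of GFP-only plants and 2 of *At*GRP7 R49Q-GFP plants, crosslinked with 500 mJ/cm2 of UV light at 254 nm. According to the paper's read statistics, between 852764 and 2148240 reads per library mapped uniquely in *At*GRP7-GFP plants (median 1303721). The corresponding numbers were 4023 to 18848 in GFP-only plants (median 9568), and 1772 and 49721 in *At*GRP7 R49Q-GFP plants. For each library, the authors deposited the XL sites that passed their FDR of 0.05, each with its position, its strand, the transcript it was assigned to and its crosslink count, the number of unique reads that start next to it. These counts are not normalized, and positions that did not pass the FDR are not listed, so that a missing site does not mean a count of 0. The counts at the listed sites summed to between 109583 and 401493 per *At*GRP7-GFP library, to between 33 and 558 per GFP-only library, and to 34 and 1176 in the *At*GRP7 R49Q-GFP libraries. In *At*GRP7-GFP libraries, 40.5% ± 1.05 (SD, n = 5) of the sites rested on a single crosslink.
Here, a site was matched between libraries by its chromosome, strand, base and transcript, and it was called reproducible when it was listed in all but 1 of the replicates, or in both *At*GRP7 R49Q-GFP replicates. Numbers of sites per library were compared as log2(sites + 1) with two-sided exact permutation tests of the genotype labels. Each site was placed in the 5′ UTR, the coding exons, an intron or the 3′ UTR of the transcript the authors named, using the TAIR10.1 annotation, which succeeded for 99.2% of all entries. Given coordinates are those of TAIR10.1, counted from 1.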

Raw iCLIP reads were subjected to 3′ adapter trimming, quality filtering, and de-multiplexing. PCR duplicates were removed and the barcodes were trimmed. The resulting reads were mapped to the *A. thaliana* TAIR10 reference genome using the additional transcript annotation file atRTD.gff from the reference transcriptome atRTD [30]. Only reads mapping uniquely were kept. Putative crosslink sites were determined separately for each transcript region essentially as described [10]. Only the position one nucleotide upstream of the read start was considered, which represents the XL site. Based on the amount of reads at this site, a false discovery rate (FDR) determined whether an XL site was significantly different from a randomly generated background (see “Methods” for details).

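Single libraries of *At*GRP7-GFP plants held between 27035 and 85639 significant XL sites, with a mean of 52679 ± 25965 (SD, n = 5). Together these fell on 139089 different positions in 4435 transcripts. Relative to the uniquely mapped reads, the libraries held 35.2 ± 4.55 sites per 1000 reads (SD, n = 5).

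**Figure D1:**
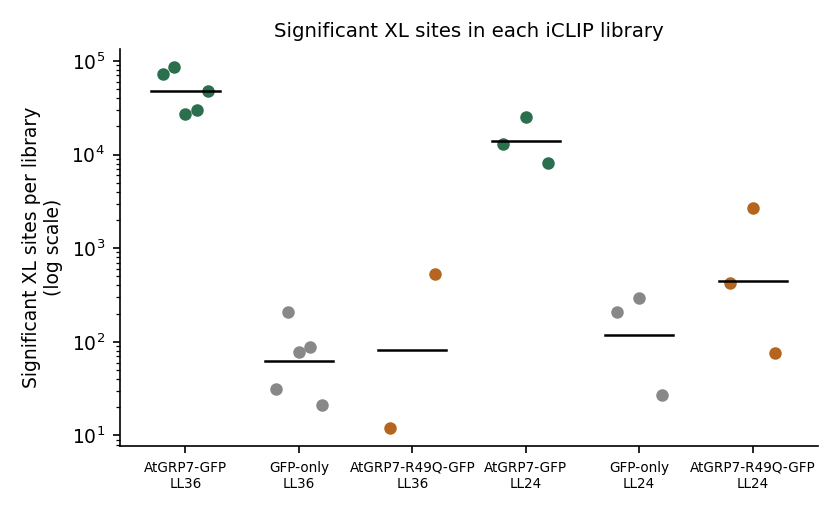
Significant XL sites in each of the 21 iCLIP libraries on a log scale, with 1 point per library and a line at the mean of log2(sites + 1), by genotype and time in continuous light. Every *At*GRP7-GFP library lies above every control library of the same time point.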

In total, 96,307 significant crosslink sites were identified in the five *AtGRP7*::*AtGRP7*-*GFP grp7-1* replicates. To extract the most robust XL sites, they were required to map to the same position in independent biological replicates. 

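Of the positions found in *At*GRP7-GFP plants, 61799 were significant in at least 2 of the 5 libraries, 34025 in at least 3, 19109 in at least 4 and 9371 in all 5. The 19109 positions lay in 827 transcripts. To find how many would recur if sites were spread evenly, the sites of each library were placed uniformly within the transcript regions that held them. These placements do not keep the clustering of sites, so that an excess over them does not separate recurring bases from recurring clusters. In 1000 such placements, 674 ± 23.4 positions (SD) recurred in at least 4 libraries, against 18935 observed in the same regions, a 28.1-fold excess (one-sided permutation test by random placement, p = 0.001, the smallest it can give). The choice that moved the number of reproducible sites most was the tolerance in position: sites within 3 nt of each other in at least 4 libraries numbered 43506. The number also rested on the libraries with the fewest sites. With at least 3 of the remaining 4 libraries required, it was 28757 without replicate 3 and 29314 without replicate 4.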

We found 11,021 enriched XL sites in 865 transcripts for *At*GRP7-GFP located at the same position in at least four of the five biological replicates. 

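GFP-only libraries contained between 21 and 210 significant XL sites, with a median of 78. These corresponded to 369 different positions, or 0.265% of the number in *At*GRP7-GFP plants. The mean of log2(sites + 1) was 15.54 ± 0.74 (SD, n = 5) in *At*GRP7-GFP plants and 5.99 ± 1.29 (SD, n = 5) in GFP-only plants. The difference of 9.55 had p = 0.00794 in the exact permutation test, the smallest that 5 libraries against 5 allow. It was 6.13 when transcripts with a site were counted instead of sites, the alternative that moved it most. GFP-only libraries also had fewer reads. Per 1000 uniquely mapped reads, they yielded 7.25 ± 3.38 sites (SD, n = 5), a difference from *At*GRP7-GFP plants of 2.40 on the log2 scale (p = 0.00794, exact permutation test). With reads after barcode evaluation as the scale, it was 5.01 with the same p. Of the positions in GFP-only plants, 211 (57.2%) were also significant in an *At*GRP7-GFP library.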

In the GFP-only plants, 162 significant XL sites were found (0.13% of the XL sites in *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants). These occurred rarely at the same positions in the five independent biological replicates, suggesting that they represent background interactions (Additional file 1: Figure S3). 

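Among the positions in GFP-only plants, 30 recurred in at least 2 libraries, 14 in at least 3 and 4 in all 5. From the rare recurrence, the paper proposes that these sites are background interactions.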

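The 10 positions significant in at least 4 of the 5 GFP-only libraries were named by the authors' assignment to 3 transcripts. On chromosome 1, 4 of them lay between 23802580 and 23802591 (AT1G64130), and on chromosome 4, 3 lay between 1501640 and 1501642 (AT4G03410) and 3 between 13076619 and 13076630 (*DTX35*, AT4G25640). All 10 were inside annotated tRNA genes on the same strand, AT1G64120, AT4G03405 and AT4G25635. Every one of them was also reproducible in *At*GRP7-GFP plants, where the 3 transcripts had 21, 14 and 14 reproducible sites. Of the 10, 6 could be placed in a transcript region, and in 1000 uniform placements within such regions, no position recurred in 4 of the GFP-only libraries.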

Ten crosslink sites in six transcripts were present at the same position in at least four of the five replicates, and these transcripts were also among the 865 candidate *At*GRP7 targets. 

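The libraries of *At*GRP7 R49Q-GFP plants, in which a conserved arginine of the RNA recognition motif is replaced, contained 12 and 532 significant sites at 541 different positions. Their number per library was lower than in *At*GRP7-GFP plants by 9.16 on the log2 scale, and per 1000 uniquely mapped reads by 2.04. Both differences had p = 0.0952 in an exact permutation test with the smaller tail doubled. This is the smallest p that such doubling allows for 5 libraries against 2, so that the test cannot reach 0.05. Every *At*GRP7-GFP library was above both *At*GRP7 R49Q-GFP libraries. The difference in sites was 6.48 without *At*GRP7 R49Q-GFP replicate 1 and 11.84 without replicate 2. Most positions in *At*GRP7 R49Q-GFP plants, 485 (89.6%), were also significant in an *At*GRP7-GFP library.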

In the *AtGRP7*::*AtGRP7 R* ^*49*^ *Q*-*GFP* plants, 349 significant XL sites were identified. Only three XL sites were identified at the same position in two replicates and two of those appeared also in the GFP-only plants (Additional file 2: Table S2). 

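The positions significant in both *At*GRP7 R49Q-GFP libraries were 23802591 on chromosome 1, within the tRNA gene AT1G64120, and a pair of positions between 29736492 and 29736494 in *PSBR* (AT1G79040). The first was also reproducible in GFP-only plants. In *At*GRP7-GFP plants, all 3 were reproducible, and *PSBR* had 186 reproducible sites.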

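The 4 transcripts with a reproducible site in GFP-only or *At*GRP7 R49Q-GFP plants were AT1G64130, AT4G03410, *DTX35* and *PSBR*. Removing them left 823 candidate target transcripts. One kind of control site was not removed in full: AT3G12587 remained, with 18 reproducible sites between 3995121 and 3995153 of chromosome 3. All of these were named intronic and lay inside the tRNA gene AT3G12585, on the same strand. Of the 823 candidates, 822 are among the 858 transcripts of Table S2. A site in any single control library, reproducible or not, was present in 98 of the candidates, and 725 remained when these were removed as well. The number of libraries required had the largest effect. It gave 1263 candidate targets with 3 of 5 libraries and 500 with all 5.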

All transcripts with significant XL sites in either GFP-only plants, *At*GRP7 R^49^Q-GFP plants, or both were not considered further, leaving 858 candidate *At*GRP7 target transcripts (Additional file 2: Table S2).

The localization of the significant XL sites within these transcripts was determined. 

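In *At*GRP7-GFP plants, 18968 reproducible sites could be placed in 1 of the 4 transcript regions, where a position listed for more than 1 transcript counts for each. The 3′ UTR held 9188 of them (48.4%), the coding exons 6776 (35.7%), the 5′ UTR 2443 (12.9%) and the introns 561 (2.96%). Over the 27444 annotated coding genes, these regions made up 10.3%, 51.8%, 7.55% and 30.4% of the length. The log2 ratio of observed to expected sites was 2.24 in the 3′ UTR, 0.77 in the 5′ UTR, -0.54 in the exons and -3.36 in the introns. Calculated for each library from all of its sites, it was 2.08 ± 0.08, 0.72 ± 0.15, -0.34 ± 0.12 and -3.44 ± 0.19 (SD, n = 5), with the same sign in all 5 libraries (p = 0.0625 for each region, two-sided exact sign-flip permutation test, the smallest that 5 libraries allow). Neighbouring sites are not independent, as 98.3% of the reproducible sites had another within 10 nt. When sites within 10 nt were merged, the ratios were 1.84, 1.04, -0.34 and -2.17, and that of the introns moved most of all.

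**Figure D2:**
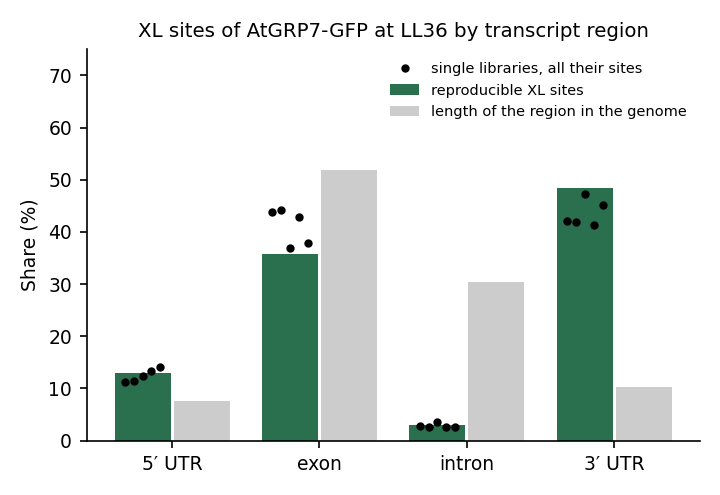
Share of reproducible XL sites of *At*GRP7-GFP plants at LL36 in each transcript region (dark bars) and share of the region in the length of all coding genes (light bars), in percent. Points are the single libraries with all their significant sites; the 3′ UTR has 48.4% of the sites and 10.3% of the length.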

After normalizing the number of XL sites in each region relative to the overall length of the transcript region in the genome, most XL sites mapped to the 3′ UTR and the 5′ UTR (Fig. 2a). 

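The sites of 814 candidate targets could be placed in a transcript region. Of these, 229 had reproducible sites only in the 3′ UTR, 127 only in the coding exons, 78 only in the 5′ UTR and 69 only in introns. A site in the 3′ UTR, with or without others, was present in 519 candidate targets, compared with 375 for the exons, 263 for the 5′ UTR and 88 for the introns. For each candidate target also in Table S2, the presence or absence of a site in each region was compared with the table's marks, and 99.4% of 3288 entries were equal.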

The lowest number was observed in the introns: 258 transcripts contained XL sites only in the 3′ UTR, 136 transcripts only in the exons (coding region), 78 transcripts only in the 5′ UTR, and 70 transcripts only in the introns (Fig. 2b). 

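Reproducible sites numbered more than 1 in 713 of the 823 candidate targets, with a median of 7 and a maximum of 300 in *RBCS1A* (AT1G67090), which encodes a small subunit of ribulose bisphosphate carboxylase. *RBCS1A* also had control sites at LL36, none of them reproducible. They numbered 23 and 15 in GFP-only replicates 2 and 4, and 71 in *At*GRP7 R49Q-GFP replicate 2. At LL24, *RBCS1A* was removed for its reproducible control sites. The 10 candidate targets with the most reproducible sites together held 11.1% of those in candidate targets. Sites in more than 1 region were present in 311 candidate targets. The most frequent combinations were the exons with the 3′ UTR in 116 transcripts, both UTRs with the exons in 106, and both UTRs in 57. After merging of sites within 10 nt there were 1798 groups of sites, and 392 candidate targets had more than 1 group.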

Many transcripts contained more than one significant XL site, both in the same region and in different regions of the transcripts; e.g., 118 transcripts contained XL sites in both the 3′ UTR and the exons (Fig. 2b). The binding profiles of selected *At*GRP7 targets are shown in Fig. 3 and Additional file 1: Figure S4.

**Fig. 2:**
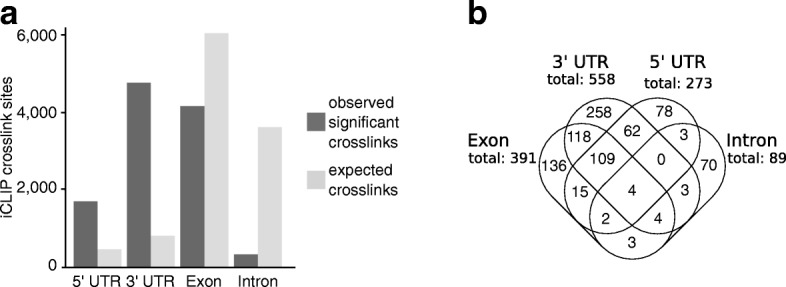
Distribution of the *At*GRP7 crosslink sites within the transcripts. **a** Number of significant crosslink sites (FDR < 0.05) in different transcript regions (*dark grey bars*) compared to a uniform distribution which would be expected according to the cumulative length of the indicated region in the genome based on TAIR10 (*light grey bars*). In all transcript regions a significant difference (*p* < 0.001, hypergeometric) could be observed between the number of observed significant crosslink sites and the number expected for a random distribution according to the size of the region. **b** Venn diagram showing the distribution of the crosslink sites between the different transcript regions. Numbers outside the Venn diagram state the overall number of transcripts with crosslink sites in the respective regions

**Fig. 3:**
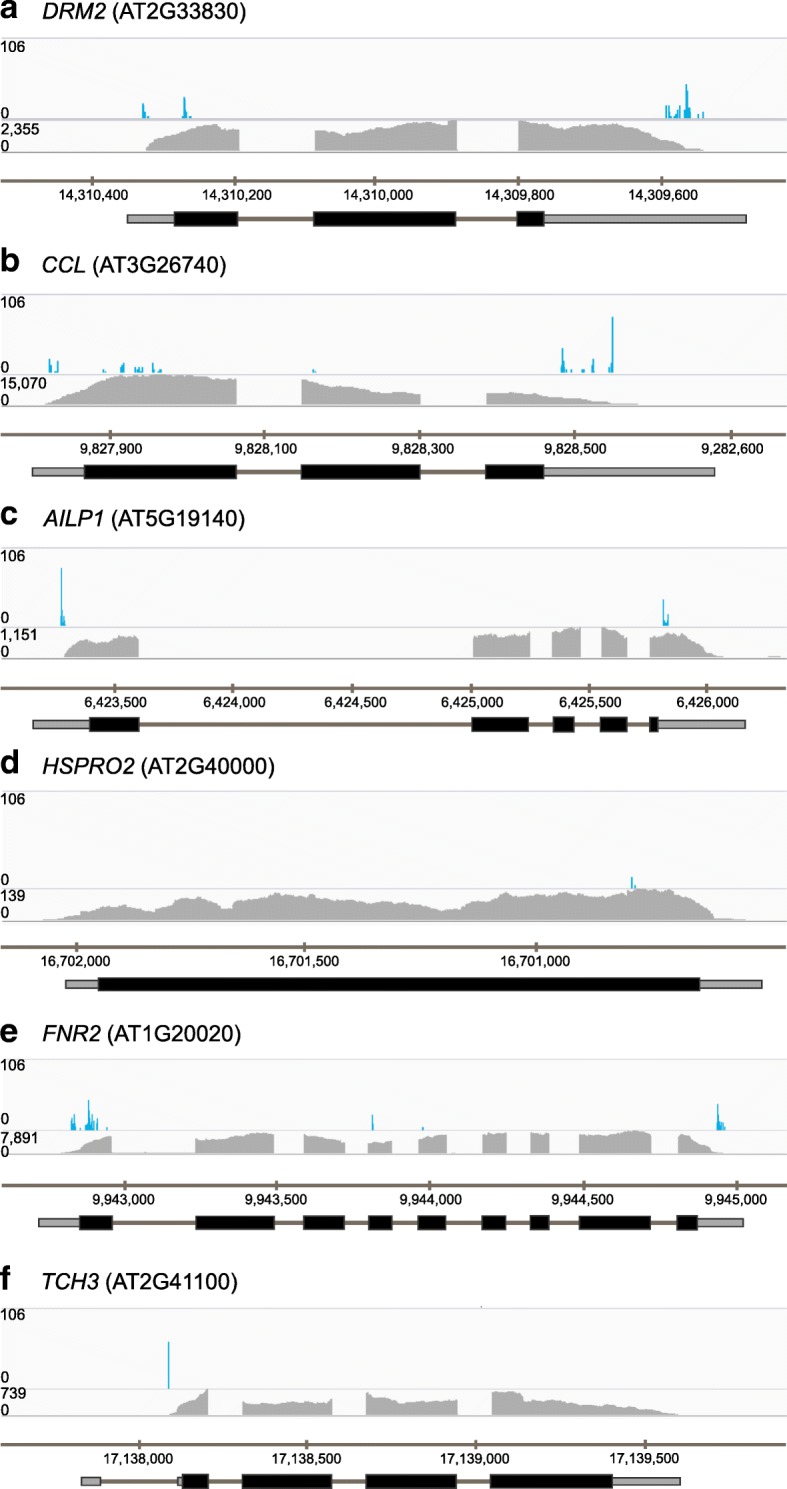
Significant iCLIP crosslink sites on *At*GRP7 target transcripts. Each panel shows the IGV genome browser tracks of significant crosslink sites determined in four out of five biological replicates at LL36 (*top*), the read counts in the LL36 RNA-seq (mean of three biological replicates; *middle*), and the representative gene model and chromosomal position (*bottom*). *Thin bars* represent 5′ UTR (*left*) and 3′ UTR (*right*); *thick bars* denote exons (coding sequences); and *lines* denote introns. The numbers on the x-axis refer to the chromosomal position. **a** *DORMANCY/AUXIN ASSOCIATED FAMILY PROTEIN* (*DRM2*); **b** *CCR-LIKE* (*CCL*); **c** *ALUMINIUM-INDUCED-LIKE PROTEIN 1* (*AILP1*); **d** *ORTHOLOG OF SUGAR BEET HS1 PRO-1 2* (*HSPRO2*); **e** *FERREDOXIN NADP(H) OXIDOREDUCTASE 2* (*FNR2*); **f** *TOUCH3* (*TCH3*)

The circadian clock-regulated *DORMANCY/AUXIN ASSOCIATED FAMILY PROTEIN* (*DRM2*; At2g33830) and *CCR-LIKE* (*CCL*; At3g26740) transcripts showed XL sites in the 5′ UTR, exon 1, and the 3′ UTR, and another clock-regulated transcript, *ARABIDOPSIS THALIANA ALUMINIUM-INDUCED-LIKE PROTEIN 1* (*AILP1*; At5g19140), showed XL sites in both the 5′ UTR and 3′ UTR (Fig. 3a–c). 

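On *DRM2* (AT2G33830, chromosome 2, minus strand, 14309484 to 14310608), 54 reproducible sites were found. They comprised 42 sites in the 3′ UTR between 14309545 and 14309603, 7 sites in exon 1 between 14310263 and 14310274, and 5 sites in the 5′ UTR between 14310322 and 14310330. *CCL* (AT3G26740, chromosome 3, 9827682 to 9828917) had 90 reproducible sites. In the 5′ UTR, 9 sites lay between 9827823 and 9827833, in exon 1, 4 groups lay between 9827892 and 9827966, and in the 3′ UTR, 61 sites lay between 9828481 and 9828547. A further pair of sites in *CCL* fell in exon 2, between 9828162 and 9828165. For *AILP1* (AT5G19140, chromosome 5), 14 sites lay in the 5′ UTR between 6423273 and 6423290 and 11 in the 3′ UTR between 6425812 and 6425831. The highest crosslink count, averaged over the 5 libraries, was 20.6 at a site of *DRM2*, 55.4 at a site of *CCL* and 31.2 at a site of *AILP1*. No library of GFP-only or *At*GRP7 R49Q-GFP plants at LL36 had a significant site in *DRM2*, *CCL* or *AILP1*.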

*ORTHOLOG OF SUGAR BEET HS1 PRO-1 2* (*ATHSPRO2*; At2g40000), which is involved in basal resistance against *Pseudomonas syringae*, showed XL sites in the exon (Fig. 3d). 

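The reproducible sites of *HSPRO2* (AT2G40000, chromosome 2) were a pair between 16701830 and 16701837, in exon 1, with a crosslink count of at most 3.75 averaged over the 4 libraries that listed them, as replicate 3 had no significant site in this transcript.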

*FERREDOXIN NAD(P)H OXIDOREDUCTASE 2* (*FNR2*; At1g20020) displayed XL sites in the 5′ UTR, exons 1, 4, and 5, as well as the 3′ UTR (Fig. 3e). 

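*FNR2* (AT1G20020, chromosome 1, 6942625 to 6945091) had 71 reproducible sites. These included 20 in the 5′ UTR, the first of them at 6942822, and 29 in coding exons. The exonic sites reached position 6942938 in exon 1. Exon 4 had 3 sites between 6943804 and 6943806, and exon 5 had a pair between 6943967 and 6943968. In the 3′ UTR, 22 sites lay between 6944928 and 6944959. With all 5 libraries required, 36 of the sites remained.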

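*TCH3* (AT2G41100) had 1 reproducible site, at position 17138088 of chromosome 2, with a crosslink count of 17.8 averaged over the 4 libraries that listed it. The position lies in the first exon, in the 5′ UTR, of the gene model AT2G41100.1 that the authors' file names. It lies in the first intron of the model AT2G41100.4, which extends from 17137890 to 17138115.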

For *TOUCH3* (At2g41100), encoding the calcium-binding EF hand family protein TCH3, an XL site was identified in the first intron within the 5´UTR (Fig. 3f).

### Confirmation of high-confidence binders among iCLIP targets by RIP-seq

By adapting iCLIP to *Arabidopsis* plants subjected to UV-C crosslinking, we identified 858 candidate *At*GRP7 target transcripts (Additional file 2: Table S2). However, iCLIP targets are biased towards transcripts with high expression levels, as previously shown for the heterogeneous nuclear ribonucleoprotein hnRNPH1 in HeLa cells [31]. This effect might be attributed to the low crosslinking efficiency upon UV treatment [32]. For example, it has been found that protein–RNA crosslinking occurs on only a minority of contact sites so that crosslinking efficiency can be as low as 1–5% for certain proteins [33]. This contrasts with more efficient formaldehyde crosslinking used in RIP [32]. To compare the spectrum of *At*GRP7 target transcripts identified by these two crosslinking methods and to define a set of high-confidence binders of *At*GRP7, we also performed RIP-seq experiments. *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants grown under the same conditions as for iCLIP were subjected to formaldehyde fixation at LL36. *At*GRP7-GFP and associated RNAs were precipitated with GFP Trap beads and libraries were constructed for sequencing. The read statistics are shown in Additional file 2: Table S3.

To identify transcripts bound to *At*GRP7-GFP (RIP-seq targets) we determined the enrichment of transcripts co-precipitating with *At*GRP7-GFP in the RIP-seq relative to the respective transcript level in poly(A)-containing RNA at LL36, as previously done for the RBPs Wig-1 in human cells and Imp in *Drosophila* [34, 35]. Transcripts with TPM (transcripts per million) < 5 in the RIP-seq libraries were excluded from the analysis, leaving 3602 transcripts. Of those, 2453 showed a log_2_ fold enrichment > 0.5 and q < 0.001 relative to poly(A)-containing RNA, determined by RNA-seq of Col-2 wild type (wt) in three biological replicates, and were therefore considered RIP-seq targets (Additional file 2: Table S4). Using this filtering process, a suite of transcripts were recovered that included the previously identified in vivo targets *AtGRP7*, *AtGRP8*, an Aly/Ref related RNA binding protein/export factor (At5g59950), and a mitochondrial transcription termination factor family protein (At2g36000) [16]. At the same time, transcripts previously shown not to be bound by *At*GRP7 but to be regulated indirectly, such as *AFC2* (encoding a LAMMER-type protein kinase [16]) or the *PATHOGENESIS RELATED1* (*PR1*) transcript [36], were not among the RIP-seq targets, assuring a valid choice of the parameters.

When plotting the average of logarithmic normalized mean counts of each transcript in the RNA-seq data set versus transcripts in the RIP-seq data, we saw an overall positive correlation between RNA-seq counts and RIP-seq counts (Additional file 1: Figure S5a). Nevertheless, many highly expressed genes were not represented in the RIP samples, suggesting that we did not just precipitate highly abundant transcripts nonspecifically. In turn, among transcripts with a high enrichment in RIP-seq were transcripts with a low read coverage in the RNA-seq samples. Thus, binding of *At*GRP7 monitored by RIP-seq does not simply reflect the expression level of the binding substrate. Notably, the number of identified RIP-seq targets for *At*GRP7 is in the same order of magnitude as the 4262 RIP-seq targets identified for the *Arabidopsis* serine/arginine-rich (SR)-like RBP SR45 [5].

To confirm a set of high-confidence binders among iCLIP and RIP-seq targets, we determined the overlap of both data sets (Additional file 2: Table S5); 452 (53%) of the 858 iCLIP targets were also found by RIP-seq, providing an independent confirmation. Conversely, 22.65% of the 2453 RIP-seq targets were also found in iCLIP, whereas 2001 targets were identified only by RIP-seq. 

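Of the 823 candidate targets called here from the iCLIP libraries at LL36, 445 (54.1%) are listed in Table S5 as targets in both iCLIP and RIP-seq. These had a median of 11 reproducible XL sites, compared with 6 in the 378 candidate targets that the table does not list, among them *THIC* (AT2G29630) and *AKR2* (AT4G35450), which the paper also names as RIP-seq targets (p = 1e-05, two-sided permutation test on the medians with 100000 resamples, the smallest these can give). Table S5 lists 62.6% of the candidate targets with a site in the 3′ UTR and 59.3% of those with a site in the 5′ UTR. For the coding exons the share was 53.3%, and for the introns 36.4% of 88 transcripts. The RIP-seq libraries were not analysed here. From the overlap of both methods, the paper concludes that the shared transcripts are high-confidence binders.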

Overall, by combining iCLIP with RIP-seq we were able to identify a set of 452 high-confidence binders of *At*GRP7. In parallel, RIP-seq extends the set of *At*GRP7 targets.

### Validation of iCLIP and RIP-seq targets by RIP-qPCR

To obtain an independent validation of the targets identified by both iCLIP and RIP-seq, we performed RIP-qPCR on *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants subjected to formaldehyde fixation in three biological replicates. Enrichment upon precipitation with GFP Trap beads but not upon mock precipitation with RFP Trap beads was confirmed for circadian clock-regulated transcripts, *AtGRP7*, *DRM2*, *ATHSPRO2*, the *PSBP-1* transcript encoding the Photosystem II subunit P1 (At1g06680), an aluminum-induced transcript of unknown function (At3g15450), *AILP1*, *FERRETIN1* (*FER1*; At5g01600), *FATTY ACID DESATURASE 2* (*FAD2*), and the cold-regulated transcripts *COR15A* (At2g42540), *COR15B* (At2g42530), *COR413-PM1* (At2g15970), and *KIN1* (At5g15960) (Fig. 4). The transcripts were barely detectable in precipitates from GFP-only plants, confirming low background noise in the control samples. As negative controls we chose *PP2A* and *TOUGH* (At5g23080), encoding an RBP involved in microRNA biogenesis, which were not detected by either iCLIP or RIP-seq. These transcripts were not enriched in RIP-qPCR.

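In the iCLIP libraries of *At*GRP7-GFP plants, neither *PP2A* (AT1G13320) nor *TOUGH* (AT5G23080) had a reproducible site at LL36 or LL24. *TOUGH* had no significant site in any of these libraries, and for *PP2A*, 6 sites were significant in a single library, replicate 2 at LL36.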

**Fig. 4:**
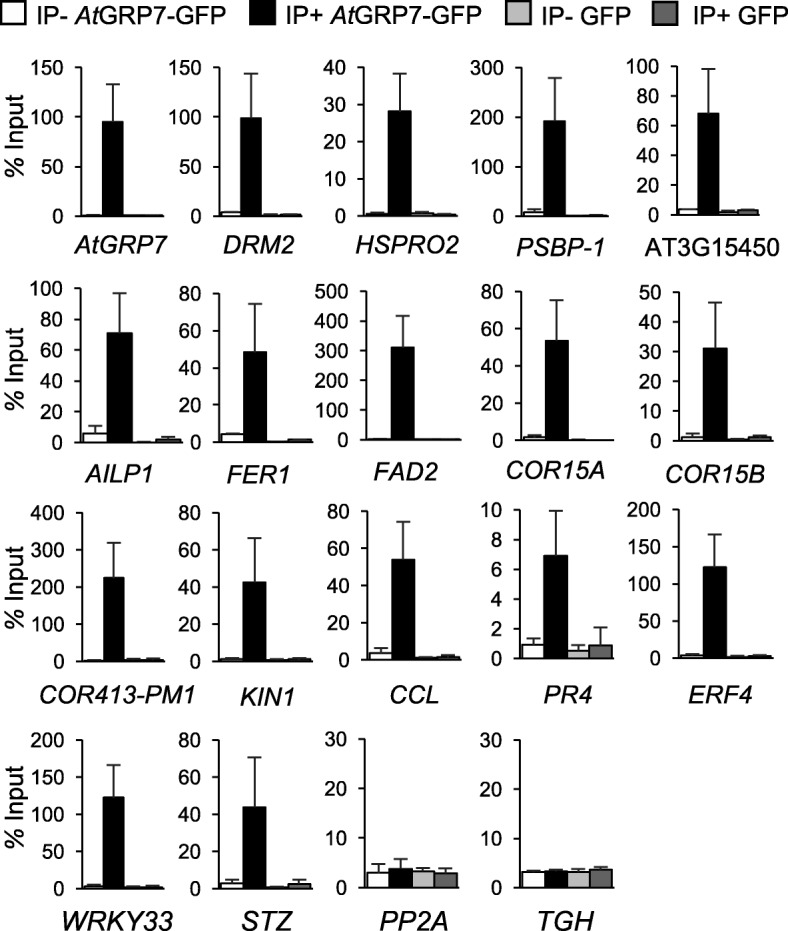
Validation of candidate iCLIP and RIP-seq targets by RIP-qPCR. RIP-qPCR analysis of iCLIP and RIP targets that are circadianly regulated (*AtGRP7*, *DRM2, HSPRO2*, *PSBP-1*, AT3G15450, *AILP1*, *FER1*, and *FAD2*) or cold regulated (*COR15A*, *COR15B*, *COR413-PM1*, and *KIN1*), iCLIP-only targets (*CCL* and *PR4*), and RIP-only targets (*ERF4*, *WRKY33*, and *STZ*) in *AtGRP7::AtGRP7*-*GFP grp7-1* and *AtGRP7::GFP*-only plants. Transcript levels in the GFP Trap precipitate (*IP+*) or RFP Trap precipitate (*IP−*) are presented relative to the transcript levels in the input. Data represent mean ± standard deviation of three biological replicates. *PP2A* and *TGH* as unbound transcripts serve as negative controls

This confirmation of targets suggests that the overlap between iCLIP and RIP-seq represents high-confidence in vivo targets of *At*GRP7. Moreover, binding of transcripts encoding the transcription factors *ETHYLENE RESPONSE FACTOR 4* (*ERF4*; At3g15210), *WRKY33* (At2g38470), and *SALT TOLERANCE ZINC FINGER* (*STZ*; At1g27730), which were identified by RIP-seq only, was validated in independent biological replicates by RIP-qPCR. 

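None of these transcripts had a site in 4 of the 5 iCLIP libraries of *At*GRP7-GFP plants at LL36. *ERF4* (AT3G15210) had 11 significant sites in a single library, and *STZ* (AT1G27730) had 2, also in a single library. *WRKY33* (AT2G38470) had significant sites in 4 of the 5 libraries, and 3 of its positions were shared by 3 libraries.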

Their absence from the iCLIP targets could be due to the reduced crosslinking efficiency of UV light or because they represent indirect targets.

The circadian clock-regulated *CCR-LIKE* (*CCL)* transcript and *PATHOGENESIS RELATED 4* (*PR4*), encoding a protein with similarity to the antifungal chitin-binding protein hevein from rubber tree latex, had been identified only by iCLIP (Additional file 2: Table S2). They were significantly enriched in RIP-qPCR with GFP Trap beads but not with RFP Trap beads. 

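Reproducible sites of *PR4* (AT3G04720, chromosome 3) at LL36 numbered 9, all in the 3′ UTR between 1285665 and 1285686, and 5 of them were significant in all 5 libraries. Of the sites in *CCL*, 53 were significant in all 5 libraries. Neither transcript is listed in Table S5.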

The confirmation by RIP-qPCR indicates that these transcripts can indeed be crosslinked to *At*GRP7 by formaldehyde.

For some of the transcripts, the level of precipitated RNA seems higher than expected based on the input (Fig. 4). This observation is not unprecedented and may be due to different efficiencies in RNA extraction in immunoprecipitated fractions compared to total extract as well as a higher efficiency of reverse transcriptase on lower amounts of RNA [3, 37].

### Determination of the *At*GRP7 binding landscape

A key advantage of iCLIP is its precise mapping of the interaction site, thereby allowing the prediction of a binding motif. Consequently, the next step was the investigation of candidate *At*GRP7 binding motifs in the vicinity of the crosslink sites. The presence of XL sites in 5′ UTRs, exons, introns, and 3′ UTRs could imply different functions of the protein on these regions. Thus, motifs were generated for each transcript region separately.

The genomic sequence at the XL sites was extended by ten nucleotides in either direction and used to identify conserved motifs with the MEME-Suite [38]. To discriminate against random binding events, a background was generated by simulating the identical number of crosslinks uniformly in the corresponding 5′ UTR, exon, introns, and 3′ UTR, respectively. The simulated XL sites were extended and genomic sequences extracted, exactly as for the observed XL sites. 

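At the reproducible XL sites of *At*GRP7-GFP plants, uridine was the most frequent base, with 58.1% of the 19109 positions, followed by adenosine with 17.6%, cytidine with 14.4% and guanosine with 9.96%. Within 10 nt on either side of the sites, uridine and cytidine together made up 62.4% of the bases in the 5′ UTR, 61.7% in the exons, 57.3% in the introns and 60.4% in the 3′ UTR. For comparison, the same number of sites was placed uniformly in the same regions. The observed share was higher than the placed one by 9.54 percentage points in the 5′ UTR, 11.6 in the exons, 6.00 in the 3′ UTR and 2.37 in the introns. In the single libraries the excess was 9.48 ± 0.302, 10.5 ± 0.646, 5.81 ± 0.479 and 2.23 ± 0.699 points (SD, n = 5), and it was above 0 in all 5 libraries for each region (p = 0.0625, two-sided exact sign-flip permutation test, the smallest that 5 libraries allow). In the introns, the sign depended on the window, as the excess was -0.799 points within 20 nt and -1.02 points after merging of sites within 10 nt. At LL36, the excess of uridine at the XL site over the flanking bases was 13.3 ± 1.87 points in *At*GRP7-GFP and 13.0 ± 5.12 in GFP-only libraries (SD, n = 5 each), and at LL24 it was higher in each of the 3 GFP-only libraries than in any *At*GRP7-GFP library. Motifs were not searched with MEME here.

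**Figure D3:**
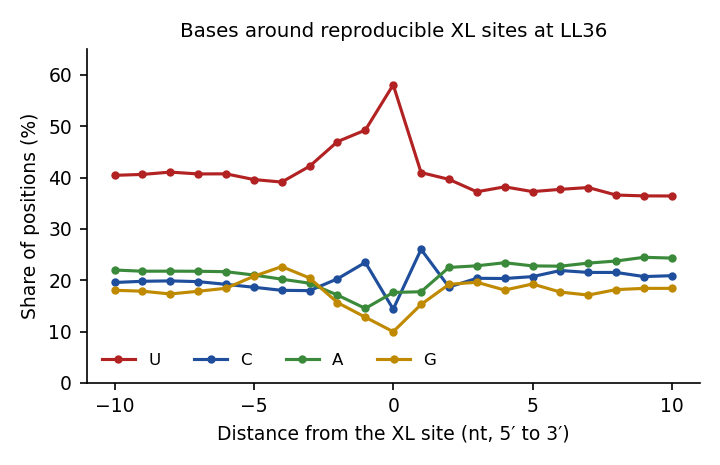
Share of each base, in percent, from 10 nt upstream to 10 nt downstream of the 19109 reproducible XL sites of *At*GRP7-GFP plants at LL36. Uridine reaches 58.1% at the site itself.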

The resulting significant motifs were generally U/C-rich. One significant motif was obtained in the exons, introns, and 3′ UTR, respectively, and two for the 5′ UTR (Fig. 5). To perceive differences between the motifs identified by MEME, we performed a clustering analysis based on pairwise comparison between motifs across regions using the R package *DiffLogo* (Additional file 1: Figure S6a). In the resulting distance tree, the exon and 5′ UTR motifs clustered together and consequently were closely related. In contrast, the 3′ UTR motif is located outside this subgroup and therefore exhibited the largest difference from the other motifs. This may indicate a variation in binding preference for *At*GRP7 between the transcript regions and point to different functions of the protein depending on the region.

**Fig. 5:**
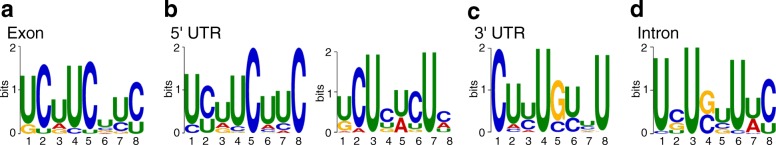
Most significant binding motifs identified by MEME analysis. The most significant motifs (based on their *p* value) identified by MEME analysis of the 21-nucleotide region surrounding the significant crosslink sites (FDR < 0.05) occurring in at least four out of five replicates in **a** exons, **b** 5′ UTRs, **c** 3′ UTRs, and **d** introns of binding targets at LL36

In a complementary approach, we determined enriched pentamers in the vicinity of the XL sites essentially as previously described [10]. Again, the XL site was extended by ten nucleotides in either direction. A five-nucleotide-frame was shifted along these sequences, all pentamers within these frames were recorded, and enriched pentamers were calculated with a Z-score analysis. 

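Pentamers were counted within 10 nt of the reproducible sites and compared with 100 uniform placements of the same number of sites in the same regions. A Z-score is the difference from the mean of the placements in units of their SD. In the 5′ UTR, UCUUC had the highest Z-score (24.1), at 1.82% of all pentamers compared with 0.699% in the placements. In the exons, it was UUUCU (43.0), at 0.705% compared with 0.172%. The Z-scores depend on whether neighbouring sites are counted separately: that of UUCUU in the exons was 37.6, and 6.24 when sites within 10 nt were merged, which also leaves fewer sites. Among the bases of the 20 pentamers with the highest Z-scores, U and C made up 87% in the 5′ UTR and 90% in the exons. When the 5 libraries were taken singly, these shares were 90.0% ± 2.24 and 89.6% ± 2.30 (SD, n = 5). Merging sites within 10 nt gave the lowest share in the 5′ UTR, 83%. All 11 exonic pentamers of Table S6 had a positive Z-score here, and 8 were among the top 20.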

For the 5′ UTR and the exon, the evaluation of pentamer frequencies around the XL sites also yielded U/C-rich sequences (Additional file 2: Table S6). 

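In the 3′ UTR, the pentamers with the highest Z-scores were UUGUA (36.1), UGUAA (30.3) and UUUGU (28.1). The bases of the top 20 were 62% U, 24% G, 8% A and 6% C. In the single libraries, the share of G was 24.4% ± 1.34 (SD, n = 5), larger than in the 5′ UTR (8.20% ± 1.79, n = 5) and the exons (8.80% ± 3.42, n = 5) by more than the spread between libraries. Of the 5 pentamers in Table S6 for the 3′ UTR, 4 were among the top 20.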

Similar to the MEME analysis, the pentamers in the 3′ UTRs were U-rich as well, but the pentamer analysis revealed a higher frequency of G than the MEME motif. 

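In the introns, 522 reproducible sites entered the count of pentamers, fewer than in any other region. CCGCG had the highest Z-score (11.5), followed by GACUG (10.2) and GCGUU (9.80). That of CCGCG was 7.53 without replicate 5, 19.9 without replicate 2 or replicate 3, and 2.91 against the regions of all annotated genes. CCGCG was rare, at 0.0225% of the pentamers observed and 3.38e-04% in the placements, so that its Z-scores rest on very few occurrences. GACUG made up 0.316% of the pentamers observed and GCGUU 0.146%. CGCGC was as frequent as CCGCG but occurred in none of the 100 placements, so that no Z-score could be given for it. C and G made up 61% of the bases of the top 20, and 59.4% ± 2.61 in the single libraries (SD, n = 5), while U made up 33%. With a window of 20 nt on either side, the share of U and C fell from 70% to 58%. Of the 4 intronic pentamers in Table S6, 1 had a positive Z-score.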

For introns, the pentamer frequencies differed slightly from the MEME results, being more C/G-rich.

So far, in vitro binding requirements of recombinantly expressed *At*GRP7 have been investigated for the 3′ UTR and intron of its own transcript, using electrophoretic mobility shift assays and fluorescence correlation spectroscopy [14, 18, 39]. For the 3′ UTR, iCLIP now identified three significant crosslink sites around a 32-nucleotide sequence previously used for binding studies (Additional file 1: Figure S7a). 

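*AtGRP7* (AT2G21660) lies on the minus strand of chromosome 2, from 9265084 to 9266557, and had 229 reproducible sites at LL36, of which 10 were in the 5′ UTR and 91 in coding exons. The 69 sites in the 3′ UTR, which is 393 nt long and ends at 9265084, formed a single group between 9265321 and 9265394. This count includes every base with a significant number of crosslinks, so that neighbouring bases are counted separately.

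**Figure D4:**
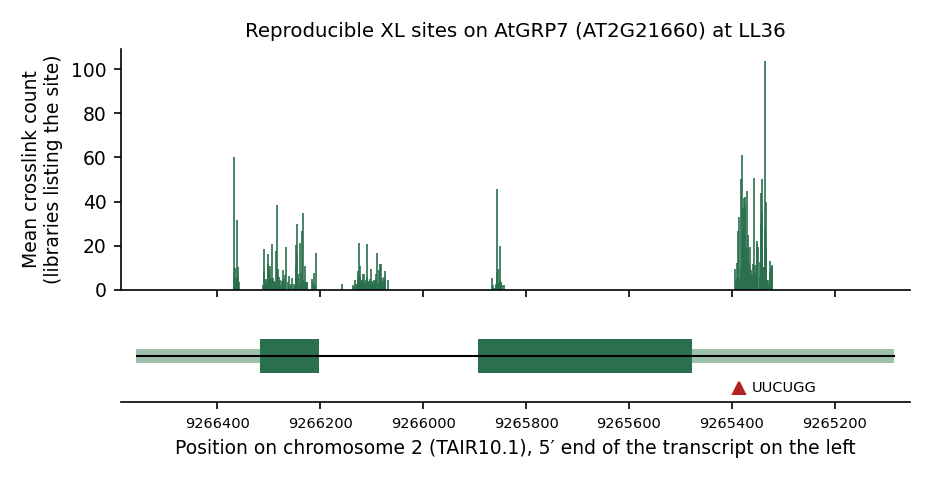
Reproducible XL sites of *At*GRP7-GFP plants at LL36 on *AtGRP7*, with the crosslink count at each site averaged over the 4 or 5 libraries that listed it (upper panel) and the gene model with untranslated regions (thin), coding exons (thick), the intron (line) and the sequence UUCUGG in the 3′ UTR (triangle). The 69 sites of the 3′ UTR form a single group, with UUCUGG near its 5′ end.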

Notably, upon scanning the *AtGRP7* sequence for the significant 3′ UTR motif using FIMO [38], several matches were found within or close to the binding region defined in vitro. Furthermore, sequences corresponding to the pentamers enriched in the 3′ UTR were found in this 32-nucleotide region, including one that overlapped a minimal *At*GRP7 binding sequence delineated by a deletion analysis [39]. Thus, a known in vitro binding site was confirmed in vivo.

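The minimal sequence, UUCUGG, lies at 9265384 to 9265389 in the 3′ UTR of *AtGRP7*. With 20 nt on either side, it reads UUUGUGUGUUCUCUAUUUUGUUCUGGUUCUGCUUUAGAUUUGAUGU. Of the 20 pentamers with the highest Z-scores around the sites in the 3′ UTR, 6 occur in this sequence of 46 nt: UUUGU, UGUGU, GUGUU, UUGUG, UUUUG and UUGUU. Among them, UUUGU and UUGUU also overlap UUCUGG. UUCUG, which lies within UUCUGG and is listed for the 3′ UTR in Table S6, had a Z-score of 15.5 (rank 29).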

Furthermore, the iCLIP data revealed *At*GRP7 binding to the first half of the intron located upstream of the cryptic 5′ splice site. 

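In the intron of *AtGRP7*, which extends from 9265894 to 9266202 (309 nt), 59 sites were reproducible at LL36. All of them lay between 9266068 and 9266157, in the part of the intron next to its 5′ end (9266049 to 9266202). This intron held 10.5% of all reproducible intronic sites, more than any other.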

Several matches of the MEME intron motif were observed near the XL sites (Additional file 1: Figure S7b). An additional *At*GRP7 binding site had been determined within the second half of the intron in vitro [14, 40]. 

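Between 9265894 and 9266048, the part of the *AtGRP7* intron next to its 3′ end, no site was reproducible at LL36, and none was significant in any single *At*GRP7-GFP library at LL36 or LL24. In the other part, 114 positions were significant in at least 1 library at LL36.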

No significant XL sites were obtained in this region. However, an intron motif was detected next to the determined in vitro binding site [40]. This binding site may not be accessible for *At*GRP7 in vivo under the conditions analyzed.

### Impact of *At*GRP7 on candidate targets

Identification of in vivo targets represents a first step towards understanding posttranscriptional networks controlled by RBPs. The consequences the binding may have for the transcriptome are usually assessed by knocking down the RBP and monitoring the fate of the target mRNAs [41–43]. To unravel whether the in vivo targets we have identified are regulated by *At*GRP7 at the RNA level, RNA-seq was performed on a loss-of-function mutant. Because the *grp7-1* T-DNA line has elevated *AtGRP8* levels due to relief of repression by *At*GRP7, we used the *grp7-1 8i* line that has an RNAi construct against *At*GRP8 and expresses *AtGRP8* at levels comparable to wt plants [21]. As the redundancy between *At*GRP7 and *At*GRP8 may mask a clear loss-of-function phenotype, we included plants with constitutively elevated *At*GRP7 levels (*At*GRP7-ox) in the analysis. Libraries were prepared from plants harvested in parallel to the samples used for RIP-seq at LL36. The read statistics are presented in Additional file 2: Table S7. Only transcripts with a TPM > 1 in at least one of the genotypes (average of three biological replicates) were considered. Transcripts with q < 0.05 were considered significantly differentially expressed either between mutant and wt, or between *At*GRP7-ox plants and wt (differentially expressed genes (DEGs)). The list of DEGs was cross-referenced against the iCLIP and RIP-seq targets (Additional file 1: Figure S8a, b; Additional file 2: Table S8). Of the iCLIP targets, 93 were significantly differentially expressed in *grp7-1 8i* (of 2087 DEGs) and 534 in *At*GRP7-ox plants (of 7855 DEGs); 62 transcripts were DEGs in both genotypes. When considering the high-confidence binders that were also identified by RIP-seq, 58 were significantly differentially expressed in *grp7-1 8i*, 293 in *At*GRP7-ox, and 38 in both genotypes. For targets identified by RIP-seq, 365 were DEGs in *grp7-1 8i*, 1207 in *At*GRP7-ox, and 157 in both genotypes. The considerably lower number of DEGs in the loss-of-function mutant than in the *At*GRP7-ox plants is at least partly due to the redundancy of *At*GRP7 and *At*GRP8, as seen before [16, 44].

Overall, a similar proportion of transcripts were either upregulated or downregulated in *At*GRP7-ox plants or the *grp7-1 8i* mutant, respectively (Fig. 6a, e). Notably, significantly more of the differentially expressed iCLIP targets were downregulated in the *At*GRP7-ox plants than upregulated (Fig. 6b). This was also seen for the RIP-seq-only targets or the high-confidence binders identified by both iCLIP and RIP-seq (Fig. 6c, d). In contrast, the differentially expressed iCLIP targets, RIP-seq targets, and high-confidence binders were preferentially upregulated in the *grp7-1 8i* line (Fig. 6f–h). This indicates that DEGs bound in vivo by *At*GRP7 are mostly under negative control by *At*GRP7. In contrast, some of the genes that are positively regulated by *At*GRP7 may be controlled indirectly via intermediate factors. For example, the defense-related *PR1* transcript is upregulated by elevated *At*GRP7 levels through NPR1-dependent activation of the promoter, and accordingly, the *PR1* transcript is not an in vivo target [36].

**Fig. 6:**
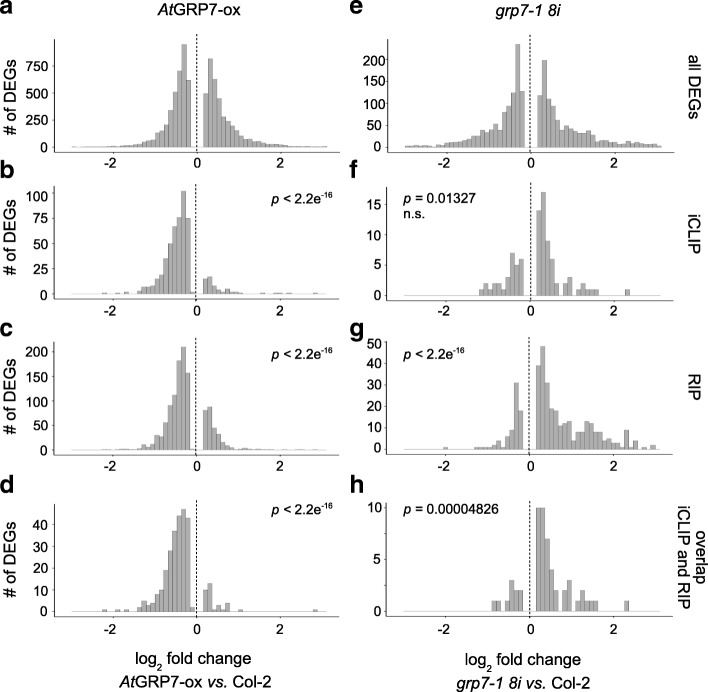
Changes in distribution of the log_2_ fold changes of genes differentially expressed at LL36 (DEGs) in the *grp7-1 8i* mutant or *At*GRP7-ox plants upon binding to *At*GRP7. Log2 fold change distribution of all genes differentially expressed at LL36 (DEGs) from the RNA-seq data set (**a** *At*GRP7-ox, **e** *grp7-1 8i*), as well as of iCLIP targets with a significant differential expression (**b** *At*GRP7-ox, **f** *grp7-1 8i*), RIP targets with a significant differential expression (**c** *At*GRP7-ox, **g** *grp7-1 8i*), and high-confidence binders identified by both iCLIP and RIP (**d** *At*GRP7-ox, **h** *grp7-1 8i*). The distribution of all identified DEGs in RNA-seq (**a**, **e**) was tested pairwise against all target groups. The resulting *p* value is displayed accordingly

The differential expression of high-confidence binders was validated by RT-qPCR in independent samples (Additional file 1: Figure S8c). Considering the involvement of *At*GRP7 in the response to diverse stress factors, we selected candidate targets associated with stress responses. The cold-responsive *COR15A* transcript encoding a chloroplast protein of unknown function was reduced in *At*GRP7-ox plants. *FAD2* encoding an ER-localized ω6 desaturase required for salt tolerance was also reduced [45]. The level of the clock-regulated *DRM2* was reduced, as was *FER1. ATHSPRO2* was elevated in *grp7-1 8i* compared to wt. Furthermore, a suite of transcription factors of the AP2/ETHYLENE RESPONSE FACTOR and WRKY families, which were only identified by RIP-seq, were expressed at higher levels in *grp7-1 8i* compared to wt (Additional file 1: Figure S8d). Among those were *ERF4*, which is associated with jasmonic acid, ethylene, and abscisic acid signaling, and the zinc finger factor S*TZ*, which plays both a positive and negative role in the tolerance of plants to salinity, heat, and osmotic stress [46]. Furthermore, *WRKY33*, which regulates the antagonistic relationship between defense pathways mediating responses to *Pseudomonas syringae* and necrotrophic fungal pathogens, respectively, is elevated in *grp7-1 8i*. It remains to be determined whether in vivo binding of *At*GRP7 to *HSPRO2* or *WRKY33* and the differential expression of these genes relates to the role of *At*GRP7 in plant innate immunity [19, 36, 47, 48]. Overall, the differential expression of the selected DEGs measured by RT-qPCR correlated well with the log_2_ fold change in the RNA-seq data (Additional file 1: Figure S8c, d).

### *At*GRP7 regulates circadian target transcripts

Among the *At*GRP7 iCLIP and RIP targets was the circadian clock regulated *AILP1*, previously identified by fluorescent differential display as aberrantly expressed upon *At*GRP7 overexpression [18]. To determine the impact of *At*GRP7 on clock-regulated transcripts globally, the targets were compared to a list compiling 5230 circadianly regulated *Arabidopsis* transcripts, presented in [49]. Indeed, 205 of the 452 high-confidence binders (45%), 383 of the 858 iCLIP targets (45%), and 924 of the 2453 RIP targets at LL36 (38%) were circadianly regulated according to [49]. In contrast, of all the genes expressed at LL36 in our RNA-seq data, only 23% were circadianly regulated according to [49].

Therefore, we monitored the circadian expression patterns of iCLIP targets differentially expressed in the *At*GRP7-ox plants with high temporal resolution. Plants grown in 12 h light–12 h dark cycles were transferred to constant light and harvested at 2-h intervals, starting at LL20. *CCL* and *DRM2* showed a reduced peak in two independent transgenic *At*GRP7-ox lines on three consecutive days, indicating that *At*GRP7 indeed negatively regulates the oscillations of these transcripts. Although one would expect an opposite phenotype in the *grp7-1 8i* line, the oscillations were similar to wt plants (Fig. 7), suggesting *At*GRP7 acts redundantly with other factors in shaping these transcript oscillations.

**Fig. 7:**
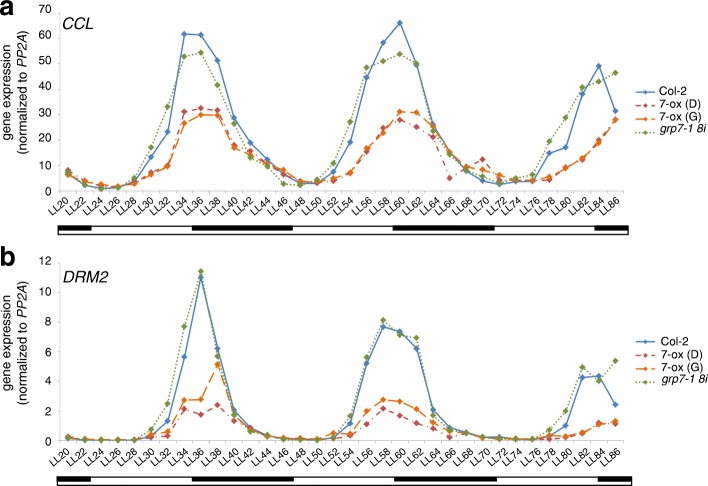
Circadian expression of *CCL* and *DRM2* measured in 2-h time intervals. Seedlings were grown in 12-h light and 12-h dark phase for 16 days and then transferred to constant light (*LL*). Transcript levels of **a** *CCL* (AT3G26740) and **b** *DRM2* (AT2G33830) were determined every 2 h in wt (Col-2), two independent *At*GRP7 overexpressing lines (7-ox), and the *grp7-1 8i* mutant. The time course was performed twice with similar results. *Open bar*, constant light; *inserted dark bar*, subjective night

### *At*GRP7 targets in the subjective morning

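The iCLIP experiment at LL24 comprised 3 biological replicates each of *At*GRP7-GFP, GFP-only and *At*GRP7 R49Q-GFP plants. XL sites and counts were deposited in the same form as for LL36, and a site was called reproducible when listed in at least 2 of the 3 libraries. The read numbers of these libraries were not used here. *At*GRP7-GFP libraries held between 8092 and 25018 significant sites, whose counts summed to between 27252 and 98067. GFP-only libraries held between 27 and 292 sites, and *At*GRP7 R49Q-GFP libraries between 76 and 2710. Every *At*GRP7-GFP library was above every control library. The differences in log2(sites + 1) were 6.85 against GFP-only and 4.96 against *At*GRP7 R49Q-GFP plants, each with p = 0.1 in a two-sided exact permutation test, the smallest that 3 libraries against 3 allow. The latter was 6.26 without *At*GRP7 R49Q-GFP replicate 2 and 3.69 without replicate 3. With fewer libraries required and fewer sites per library than at LL36, the lists of both time points were not drawn at equal depth: *At*GRP7-GFP libraries had more sites at LL36 by 1.78 on the log2 scale (p = 0.0357, exact permutation test, the smallest for 5 libraries against 3).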

To test whether the spectrum of *At*GRP7 targets depends on the time of the day, we performed another iCLIP experiment on *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants harvested 12 h out of phase, at LL24. The read statistics are presented in Additional file 2: Table S9. After processing the reads as done for the LL36 iCLIP targets, we arrived at 469 transcripts with significant XL sites in at least two of the three *AtGRP7*::*AtGRP7*-*GFP grp7-1* replicates and absent in the GFP-only plants and *AtGRP7*::*AtGRP7 R* ^*49*^ *Q*-*GFP* plants (Additional file 2: Table S10). 

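In *At*GRP7-GFP plants at LL24, 10749 positions in 471 transcripts were significant in at least 2 of the 3 libraries, and 4348 in all 3. Uniform placement within the transcript regions gave 3145 ± 40.5 recurring positions (SD, 1000 placements), against 10642 observed in the same regions (one-sided permutation test by random placement, p = 0.001, the smallest it can give). As at LL36, the placements do not keep the clustering of sites. The controls had a reproducible site in 32 of the transcripts, which left 439 candidate targets. The number was sensitive to the choice of libraries. It was 216 with all 3 libraries required, 229 without replicate 2 and 282 without replicate 1. When transcripts with a site in any single control library were removed, 289 candidate targets remained.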

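The shares of the 4 transcript regions were compared between the *At*GRP7-GFP libraries of both time points, using all significant sites of each library. At LL24, 12.0% ± 0.721 of the sites lay in the 5′ UTR, 39.4% ± 1.34 in the exons, 3.09% ± 0.711 in the introns and 45.5% ± 1.02 in the 3′ UTR (SD, n = 3). At LL36, the shares were 12.5% ± 1.28, 41.1% ± 3.44, 2.83% ± 0.404 and 43.5% ± 2.55 (SD, n = 5). The differences, -0.456, -1.74, 0.264 and 1.93 percentage points (LL24 minus LL36), were smaller than the spread between libraries at LL36. In two-sided exact permutation tests, p was 0.643, 0.393, 0.536 and 0.286 (smallest possible 0.0357), and 0.643 for each after Benjamini-Hochberg adjustment over the 4 regions. The small difference in the introns changed sign when LL24 replicate 1 was left out (-0.0459 points).

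**Figure D5:**
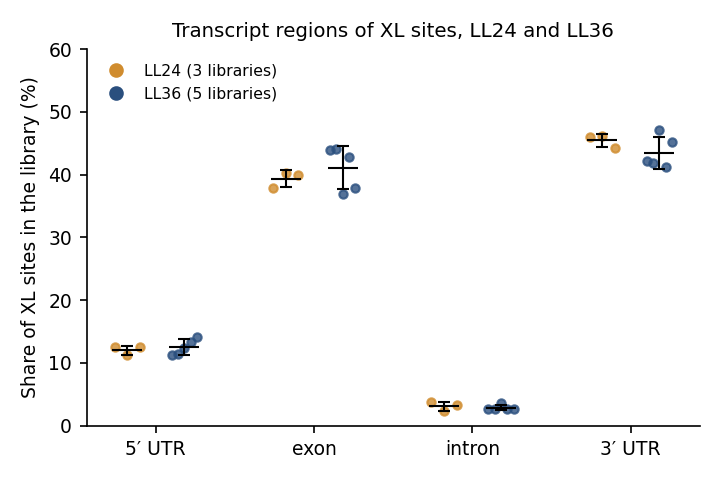
Share of the significant XL sites in each transcript region, in percent, for the 3 *At*GRP7-GFP libraries at LL24 and the 5 at LL36. Points are libraries, and lines with bars are means ± SD; the means in the 3′ UTR are 45.5% and 43.5%.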

A similar distribution of XL sites in the different regions of the transcript was found as for the transcripts bound in the subjective evening, at LL36 (Additional file 1: Figure S9b). 

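Of 10650 reproducible sites of *At*GRP7-GFP plants at LL24 with a region, 5165 lay in the 3′ UTR, 3865 in the exons, 1313 in the 5′ UTR and 307 in the introns. Relative to the length of the regions, the log2 ratio of observed to expected sites was 2.24, -0.51, 0.71 and -3.40. In the single libraries, that of the 3′ UTR was 2.14 ± 0.03 (SD, n = 3), higher than in any other region in each library.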

After normalizing to the length of the transcript region, the highest number of XL sites again was found in the 3′ UTRs (Additional file 1: Figure S9a).

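The 439 candidate targets at LL24 and the 823 at LL36 had 364 transcripts in common, which is 82.9% of those at LL24. There were 75 candidate targets at LL24 only and 459 at LL36 only. Of the former, 59 had a significant site in at least 1 *At*GRP7-GFP library at LL36, and of the latter, 282 had one in at least 1 library at LL24. When only 3 of the 5 LL36 libraries were used and 2 of these were required, as at LL24, the overlap was between 377 and 411 transcripts over the 10 possible choices of libraries, while the LL36 list grew to between 1008 and 1867 candidate targets. Without LL24 replicate 2, 208 transcripts were shared.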

Of the transcripts identified in iCLIP, 386 were bound at both time points. The distribution of XL sites was similar at LL24 and LL36, e.g., for *KIN1*, *COR27*, *COR413-PM1*, or *FNR2* (cf. Additional file 1: Figure S4). 

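*KIN1* (AT5G15960, chromosome 5) had 5 reproducible sites in the 3′ UTR at LL36, between 5210524 and 5210532, and 3 at LL24, which were all among these. In *COR27* (AT5G42900, chromosome 5), 6 intronic sites between 17197919 and 17197924 were reproducible at LL36, and 5 of them also at LL24. For *COR413-PM1* (AT2G15970, chromosome 2), 8 sites at LL24 lay in the 3′ UTR between 6951071 and 6951088, and 7 of them were among the 50 sites at LL36. The latter also covered the 5′ UTR (6950133 to 6950144) and exon 1 (6950289 to 6950305). In *FNR2*, 5 sites at LL24 lay in the 5′ UTR between 6942837 and 6942845, and 4 of them were reproducible at LL36. Over all transcripts, 7577 of 10771 reproducible entries at LL24 (70.3%) were reproducible at LL36 as well. Uniform placement of the LL24 sites within their transcript regions, which does not keep their clustering, gave 12.0% ± 0.279 (SD; one-sided permutation test with 1000 random placements, p = 0.001, the smallest it can give). The share was 83.2% with a tolerance of 3 nt and 50.1% when all 5 LL36 libraries were required. The paper gives the 4 transcripts as examples of a similar distribution at both time points.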

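In *NIA2* (AT1G37130), 42 sites in the 3′ UTR were reproducible at LL36, between 14161760 and 14161818 of chromosome 1, and 31 at LL24, between 14161754 and 14161829. At 21 bases, the site was reproducible at both time points. Further sites of *NIA2* at LL36 were 13 in the 5′ UTR and 3 in exon 1. In *PABP2* (AT4G34110), 13 sites in the 5′ UTR lay between 16336416 and 16336443 of chromosome 4 at LL36, and 9 between 16336409 and 16336434 at LL24, with 5 in common. With all 3 libraries required, 6 sites of *NIA2* and 5 of *PABP2* remained at LL24.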

Other examples were *NITRATE REDUCTASE 2* (*NIA2*; At1g37130), where LL24 and LL36 share a similar XL site in the 3′ UTR, and *POLY A BINDING PROTEIN 2* (*PABP2*; At4g34110), which contains a group of XL sites in the 5′ UTR (Additional file 1: Figure S9c, d).

As done for LL36, enriched motifs in the vicinity of XL sites were determined by MEME in the LL24 targets (Additional file 1: Figure S10). As seen before, the significant motifs for the exon and the 5′ UTR are U/C rich. 

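Around the reproducible sites of *At*GRP7-GFP plants at LL24, U and C made up 61.6% of the bases in the 5′ UTR, 62.9% in the exons, 61.1% in the 3′ UTR and 55.9% in the introns. The excess over uniformly placed sites was 8.57, 12.4, 6.68 and 1.85 percentage points. In single libraries it was 7.81 ± 1.71 points in the 5′ UTR and 11.7 ± 0.376 in the exons (SD, n = 3), and it was above 0 in all 3 libraries there and in the 3′ UTR, and in 2 of 3 in the introns. For the introns, it was -1.61 points within 20 nt of the sites and -1.71 points after merging of sites within 10 nt. With 3 libraries, the smallest p of a two-sided exact sign-flip permutation test is 0.25.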

When clustering the motifs of both time points with *DiffLogo* [50], the LL24 and LL36 motifs of these regions were grouped together (Additional file 1: Figure S6b). Similarly, the motifs for the intron at both time points were more closely related to each other than to the other motifs of the same time point. The same effect was observed for the 3′ UTR, indicating that the bound motifs in the different transcript regions were highly similar for the subjective morning and the subjective evening.

Independent validation of the iCLIP targets was performed by RIP-seq of *AtGRP7*::*AtGRP7*-*GFP grp7-1* plants subjected to formaldehyde fixation at LL24. The read statistics are displayed in Additional file 2: Table S11. Of the 2256 RIP-seq targets with a log_2_ fold enrichment > 0.5 and q < 0.001 over poly(A) RNA (Additional file 2: Table S12), 196 targets were identified also by iCLIP (Additional file 2: Table S13). Thus, 42% of the 469 iCLIP targets were also identified by RIP and, conversely, 8.7% of the 2256 RIP-seq targets were also identified by iCLIP.

To unravel an impact of *At*GRP7 on the LL24 targets, we cross-referenced the targets against RNA-seq data generated in *grp7-1 8i* and *At*GRP7-ox plants harvested at LL24. The read statistics are shown in Additional file 2: Table S14. Again, transcripts with q < 0.05 were considered significant DEGs between either mutant and wt or *At*GRP7-ox plants and wt (Additional file 2: Table S15; Additional file 1: Figure S11). Of the iCLIP targets, 24 were significantly differentially expressed in *grp7-1 8i* (of 731 total DEGs in the mutant), and 306 in *At*GRP7-ox plants (of 5927). Eighteen transcripts were DEGs in both genotypes. When considering the high-confidence binders that were also identified by RIP-seq, 14 were DEGs in *grp7-1 8i*, 147 in *At*GRP7-ox plants, and nine in both. For targets identified by RIP-seq, 177 were DEGs in *grp7-1 8i*, 996 in *At*GRP7-ox, and 51 in both. As observed for LL36, DEGs bound in vivo by *At*GRP7 are mostly under negative control by *At*GRP7 at LL24 (Additional file 1: Figure S12).

Similar to LL36, the binding targets at LL24 were enriched for circadianly regulated transcripts, as listed in [49]: 97 of the 196 high confidence binders (49%), 231 of the 469 iCLIP targets (49%), and 876 of the 2256 RIP targets (39%) at LL24 are circadianly regulated. In contrast, only 23% of all transcripts expressed at LL24 in our RNA-seq were circadianly regulated.

### Alternative splicing targets identified by iCLIP and/or RIP-seq

Previously, we identified 59 alternative splicing events significantly changed in response to elevated *At*GRP7 levels [16]. To monitor splicing changes globally, we analyzed the RNA-seq data of the *grp7-1 8i* mutant and *At*GRP7-ox plants using *SUPPA* [51]. *SUPPA* determines the percent spliced in (PSI) value, defined as the ratio between the TPM of the isoform including the event and the overall TPM of all isoforms for single splicing events. Changes of more than 10% in the isoform ratio (|ΔPSI| > 0.1) between the *grp7-1 8i* mutant and wt or *At*GRP7-ox and wt, respectively, with *p* < 0.01 were considered significant (Additional file 2: Table S16). Selected events were validated by RT-PCR.

The most common type of alternative splicing events affected in both genotypes was intron retention. The transcript encoding the calcium-binding EF hand family protein TCH3 was found in both RIP and iCLIP at LL36. In the *grp7-1 8i* mutant, more intron retention in the first exon was detected (Additional file 1: Figure S13a). 

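The reproducible iCLIP site of *TCH3* at LL36 lies 119 nt upstream of the first intron of the gene model AT2G41100.1, which extends from 17138207 to 17138306. When 3 of 5 libraries were required, *TCH3* had 4 sites.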

The location of 5' UTR XL sites close to the intron retention event suggests an effect of *At*GRP7 binding on the splicing event. 

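The first intron of *FNR2* extends from 6942956 to 6943227 on chromosome 1 in the gene model AT1G20020.1. The reproducible iCLIP site at LL36 next to it was 6942938, 18 nt upstream of the intron, with a crosslink count of 1.5 averaged over the 4 libraries that listed it. No reproducible site lay within this intron.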

For the iCLIP target *FNR2* the first intron, which contains a PTC, was retained more often in *At*GRP7-ox plants than in the wt and the XL site mapped in close proximity of the event (Additional file 1: Figure S13b). RIP-RT-PCR using primers that detect both isoforms showed that *At*GRP7 preferentially binds to the spliced isoform (Additional file 1: Figure S14). The At1g28580 transcript encoding a GDSL-like lipase was identified by RIP-seq at LL36. Elevated *At*GRP7 levels promote intron retention in the first exon, also leading to a PTC. The increase in the intron retained band was confirmed (Additional file 1: Figure S13c). At5g66240 encodes a Transducin/WD40 repeat-like superfamily protein and was identified by RIP-seq at LL36. An increase in *At*GRP7 levels leads to both an increased steady-state abundance and less retention of intron 1, predicted to remove three amino acids (Additional file 1: Figure S13d). RIP-RT-PCR showed that *At*GRP7 binds to both isoforms (Additional file 1: Figure S14). At3g17100 encodes the transcription factor ATBS1 INTERACTING 3 (AIF3), detected by RIP-seq at both time points. Increased *At*GRP7 levels led to retention of intron 1 in the 5′ UTR (Additional file 1: Figure S13E). RIP-RT-PCR showed that *At*GRP7 binds to the small isoform (Additional file 1: Figure S14).

Another splicing event, exon skipping, was also found among the iCLIP and RIP-seq targets. An example for a RIP-seq target is *FAX4* (At1g33265), which encodes a fatty acid exporter in the chloroplast membrane. Upon *At*GRP7 overexpression, exon 2 skipping was promoted (Additional file 1: Figure S13f), leading to a frameshift and a PTC, which causes the predicted protein to lose a polyleucine stretch and three transmembrane helices. RIP-RT-PCRs confirmed that *At*GRP7 interacts at least with the longer isoform, which retains the alternative exon (Additional file 1: Figure S14).

Furthermore, we found alternative usage of 5′ or 3′ splice sites among the *At*GRP7 targets. The RIP-seq target At1g76020 encodes a thioredoxin superfamily protein, where an elevated *At*GRP7 dosage leads to a shift to an alternative 5′ splice site and the retention of 88 nucleotides of the first intron (Additional file 1: Figure S13g). Again, the event introduces a PTC and the isoform is a predicted NMD target [52]. RIP-RT-PCR showed that *At*GRP7 binds to the fully spliced isoform (Additional file 1: Figure S14). For all these splicing events the isoform ratio in wt was similar at LL24 and LL36, indicating that these events are not under circadian control (Additional file 2: Table S17). At LL24, mis-expression of *At*GRP7 had a similar impact on these splicing events as observed at LL36 (Additional file 1: Figure S15; Additional file 2: Table S17). Only for *TCH3* was the increased intron retention in the mutant not statistically significant at LL24 in contrast to LL36. This indicates that the effect of *At*GRP7 on these investigated alternative splicing events in bound targets was not time-of-day dependent.

Several transcripts with splicing events previously shown to be regulated by *At*GRP7 were also identified here [16]. In addition to *AtGRP7* and *AtGRP8*, At2g36000, encoding a mitochondrial termination factor family protein with an intron in its 3′ UTR that is spliced in a temperature-dependent manner [53], the Aly/Ref related RNA binding protein/export factor (At5g59950), the chaperone DnaJ (At3g62190), the ankyrin repeat-containing protein AKR2 (At4g35450), and the cofactor for nitrate reductase CNX7 (At4g10100) were found by RIP-seq.

As *SUPPA* does not reveal the differential usage of polyadenylation sites, we analyzed selected examples separately with RT-PCR. At1g45474, encoding the LHCA5 protein of the light harvesting complex of photosystem 1, was among the RIP-seq targets and combines an alternative 5′ splice site with skipping of the last exon, leading to an alternative 3′ UTR. Both, the wt and *grp7-1 8i* showed a preference for the distal polyadenylation site, whereas in *At*GRP7-ox plants the distal and proximal polyadenylation sites were used similarly (Additional file 1: Figure S13h). 

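*THIC* (AT2G29630) had 11 reproducible iCLIP sites in *At*GRP7-GFP plants at LL36, all in an intron, between 12669878 and 12669899 of chromosome 2. The highest crosslink count, averaged over the 4 libraries that listed the site, was 4.25. When all 5 libraries were required, 2 of the sites remained, and at LL24 no significant site was found in any *At*GRP7-GFP library.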

The thiamine biosynthetic enzyme *THIAMIN C* (*THIC*; At2g29630), an iCLIP and RIP-seq target, is known to undergo alternative polyadenylation as well. Similar to *LHCA5*, the event combines an alternative 5′ splice site with skipping of the last exon. Additionally, *THIC* harbors a Thiamin-dependent riboswitch in the 3′ UTR [54]. An increasing *At*GRP7 level influences alternative splicing of intron 6, which leads to a decrease of the ID9 isoform polyadenylated at the distal site (Additional file 1: Figure S13i). This isoform contains the majority of the riboswitch, without the initial eight nucleotides, and is known to be less stable. In contrast, isoform 1 is more stable, lacks the riboswitch, and leads to proximal polyadenylation. *At*GRP7 binds to both isoforms (Additional file 1: Figure S14). Overall, these show that *At*GRP7 impacts different types of splicing events by direct in vivo binding to the targets and that it can affect alternative polyadenylation through its impact on splicing of the penultimate exon.

## Discussion

Here we present the first iCLIP analysis identifying in vivo targets of plant RBPs and their binding landscape at a genome-wide scale. For the circadian clock regulated RBP *At*GRP7 we identify 858 transcripts with significant crosslink sites present at the same position in at least four out of five biological replicates of UV crosslinked *AtGRP7::AtGRP7-GFP grp7-1* plants, and absent in plants expressing GFP-only or an RNA-binding-dead variant of *At*GRP7. Of these iCLIP targets, 53% were also independently identified by RIP-seq, and thus represent a set of high-confidence binders.

### Detection of iCLIP targets and discrimination against background

iCLIP has become a state-of-the-art method to study RNA–protein interactions in vivo; to date, however, the successful application of iCLIP in *Arabidopsis* has not been reported. iCLIP critically relies on UV-C crosslinking. Thus, we first tested this step and its effect on *Arabidopsis* seedlings, as it was not clear whether only transcripts present in the top cell layers of the leaf would be crosslinked. The UV dose of 500 mJ/cm^2^ used in our experiments is in the same range as the 100 or 150 mJ/cm^2^ used in mammalian cells [10, 55, 56], 250 mJ/cm^2^ used in *Drosophila* [35], and 400 mJ/cm^2^ used in neuronal cells [43].

We found that irradiated leaves eventually bleached, indicating that the UV light indeed reaches the interior of the leaves. The emergence of new leaves several days after irradiation may indicate that the UV light does not reach deeply into the meristem and thus transcripts expressed there may not be crosslinked efficiently. Additionally, we compared the iCLIP targets with transcripts that have been shown to be preferentially expressed in the mesophyll or the vasculature of 9-day-old seedlings based on a more than tenfold enrichment in these tissues compared to the average transcript level in total leaves [57]. Of 250 transcripts preferentially expressed in the mesophyll, 51 were recovered by *At*GRP7 iCLIP at LL36, with 21 of those also found by RIP-seq. Of the 280 transcripts preferentially expressed in the vasculature, three were found by iCLIP and two also by RIP-seq. Among the iCLIP targets we also find plastidic carboanhydrase *CA1* (At3g01500), established as a marker for mesophyll cells [58]. 

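In *CA1* (AT3G01500, chromosome 3, minus strand), 114 sites were reproducible at LL36. The authors' assignment placed 46 of them, between 195039 and 195089, in an intron of the gene model AT3G01500.2. Another 22 lay in the 5′ UTR between 197934 and 197971, and the remaining 46 in coding exons, including 21 in exon 9. At LL24, 141 sites were reproducible in *At*GRP7-GFP plants, but 5 positions between 195058 and 195071 were reproducible in *At*GRP7 R49Q-GFP plants, so that *CA1* was not a candidate target at that time point.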

The identification of transcripts in these tissue layers indicates that the UV treatment crosslinks transcripts in the interior of the leaf.

On the other hand, transcript levels of UV stress response marker were not elevated in the timeframe relevant for the experimental procedure and thus the physiological state of the plants should not be grossly altered. It cannot be ruled out that posttranslational modifications, e.g., in response to UV-activated kinase signaling, impacts the RNA binding properties of RBPs, a limitation inherent in all CLIP studies. However, UV crosslinking occurs on a very fast time scale, and any modification occurring after the formation of the covalent bonds does not influence the spectrum of targets. Recently, irradiation with 254 nm UV light has also proven successful for crosslinking mRNAs and bound proteins in studies aimed at identifying all mRNA interacting proteins in *Arabidopsis* cell cultures, protoplasts, leaves, or etiolated seedlings [59–61].

We used the strategy developed by König et al. [10] to determine the XL sites, where significant XL sites were discriminated against a randomly generated background using FDR. To select the most reliable targets, we applied a stringent filtering criterion, requiring that the significant XL sites were called in at least four out of five independent biological replicates. 

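At LL36, 504 transcripts had a position that was significant in all 5 libraries of *At*GRP7-GFP plants, of which 500 were candidate targets, and 323 candidate targets were lost. Of 21 iCLIP targets that the paper names, all were candidate targets with 4 of 5 libraries, and 3 were lost with 5 of 5: *COR15A* (AT2G42540), *HSPRO2* and *TCH3*.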

When we increased the stringency and considered XL sites present at the same position in all five replicates, some of the known and confirmed *At*GRP7 targets were not present any more. As RNA-binding domains contact more than one nucleotide in the RNA, it seems plausible that the XL sites of the different replicates disperse and do not necessarily map to the identical nucleotide. Requiring the XL sites of all five replicates to map to the exact same position eliminates those sites that might scatter around a few nucleotides.

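Among the 323 candidate targets at LL36 without a position significant in all 5 *At*GRP7-GFP libraries, 50 had sites of all 5 libraries within 1 nt of a reproducible site, and 67 within 3 nt. In 82.2% of cases, a reproducible site at LL36 had another reproducible site within 1 nt.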

Furthermore, we excluded transcripts from the analysis that contained significant XL sites in plants expressing either GFP alone or *At*GRP7 R^49^Q-GFP under control of the *AtGRP7* promoter. 

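At LL24, sites in GFP-only plants fell on 472 positions and sites in *At*GRP7 R49Q-GFP plants on 3007, compared with 31036 in *At*GRP7-GFP plants. Of these, 278 and 2168 were also significant in an *At*GRP7-GFP library. In GFP-only plants, 44 positions recurred in at least 2 of the 3 libraries and 11 in all 3. In *At*GRP7 R49Q-GFP plants, 183 recurred in at least 2 and 17 in all 3.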

Overall, there was a much reduced number of XL sites in the controls compared to the *At*GRP7-GFP plants, and the XL sites did not map frequently to the very same positions in the independent replicates (Additional file 1: Figure S3). The GFP protein has recently also been found to be a suitable negative control in mammalian iCLIP studies [62, 63]. Among the transcripts appearing in the controls were several tRNAs. Furthermore, transcripts encoding the small subunit of RIBULOSE BISPHOSPHATE CARBOXYLASE, one of the most abundant plant proteins, appeared in the controls at time point LL24. 

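Of the reproducible control sites at LL24, 43 of 227 lay inside tRNA genes, compared with 11 of 13 at LL36, counting GFP-only and *At*GRP7 R49Q-GFP plants separately. At LL24 these were in the tRNA genes AT1G64120, AT4G03405 and AT4G25635 and in AT3G12585, which lies at 3995097 to 3995169 of chromosome 3 within the transcript AT3G12587. In AT1G64120, which extends from 23802553 to 23802636 of chromosome 1, 9 positions were reproducible in GFP-only and 8 in *At*GRP7 R49Q-GFP plants at LL24.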

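At LL24, *RBCS1A* had 13 reproducible positions in GFP-only and 49 in *At*GRP7 R49Q-GFP plants, compared with 306 in *At*GRP7-GFP plants. For *RBCS3B* (AT5G38410), the numbers were 2, 23 and 288. *RBCS1B* (AT5G38430) had no reproducible position in GFP-only plants, 2 in *At*GRP7 R49Q-GFP plants and 117 in *At*GRP7-GFP plants. *RBCS2B* (AT5G38420), with 148 reproducible sites in *At*GRP7-GFP plants, had no reproducible one in the controls and remained a candidate target at LL24.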

As more studies become available for *Arabidopsis* RBPs, the experience with frequently observed background XL sites will increase [64].

### iCLIP and RIP-seq identify an overlapping but not identical set of target transcripts

Global RIP-seq confirmed 53% of the iCLIP targets at LL36 and 43% at LL24, yielding a set of high-confidence binders. This is in the same range as observed for mammalian hnRNPH1 in a comparison of iCLIP and RIP which was performed without formaldehyde crosslinking [31]. RIP found 32% of iCLIP targets of hnRNPH1, and in turn, 28% of the hnRNPH1 RIP targets were identified by iCLIP [31]. The identification of several hundred iCLIP targets indicates that *At*GRP7 binds to a wide range of transcripts. Accordingly, *At*GRP7 is one of the few proteins discovered in all three studies identifying mRNA interacting proteins globally in cell cultures, protoplasts, leaves, or etiolated seedlings [65].

Besides the high-confidence binders identified by iCLIP and confirmed by RIP-seq, we identified a suite of transcripts either by iCLIP only or RIP-seq only and validated a selection by RIP-qPCR. The identification of overlapping but not identical sets of targets indicates that both methods are complementary and generally enhance the identification of RBP targets. Crosslinking by formaldehyde and by UV light both have distinct advantages and drawbacks. UV does not crosslink proteins, thus limiting the analysis to RNAs immediately bound by the RBPs, whereas formaldehyde fixation yields direct and indirect targets of RBPs. In turn, formaldehyde has a higher crosslinking efficiency and thus may identify binding targets of lower abundance [32].

To identify RIP-seq targets we filtered for transcripts enriched in the precipitate over poly(A) RNA rather than enrichment relative to transcripts co-precipitating with GFP only or in a mock precipitation with RFP Trap beads. Our rationale was that the amount of RNAs co-precipitating with GFP alone was below the detection limit for photometric and fluorometric quantification. Therefore, we expected that precipitation of GFP-only plants or mock precipitation of *At*GRP7-GFP with RFP Trap beads would produce low complexity libraries and consequently have a low coverage [66]. This is in line with our previous RIP-qPCR experiments and our validated data, showing low background of unspecific binding to mock controls (IP−) or GFP only. Similar results were obtained after mock precipitation with RFP Trap beads (IP−).

So far, two genome-wide investigations on RBP targets have been reported in *Arabidopsis*. RIP-seq on formaldehyde-treated plants expressing the serine/arginine-rich (SR)-like RBP SR45 fused to GFP identified 4262 SR45-assosciated RNAs, designated SARs, that were enriched upon precipitation with GFP antibodies from the SR-GFP plants over wild-type plants based on three biological replicates [5]. Of the SAR genes, 116 were differentially expressed in the *sr45-1* mutant relative to the SR45.1-GFP line. A CLIP study of HLP1, an hnRNP A/B-like protein, identified 9031 binding sites from the sense transcripts of 5569 genes in one biological replicate [67]. Binding sites showed overrepresented A-rich and U-rich motifs predominantly near the poly(A) sites. Mutation of HLP1 causes altered polyadenylation in 429 of the 5569 target transcripts, including the flowering time gene *FCA*. Of interest, HLP1 binds also to the *AtGRP7* 5′ UTR, although the consequences are not yet known [67].

### Binding mode of *At*GRP7

Because the iCLIP reads end at the XL site, insights can be obtained into motifs recognized by the RBPs with high resolution. *At*GRP7 binds to all transcript regions with a preference for the 3′ UTR. The lowest number of XL sites mapped to the intron. This may also relate to the fact that introns are less represented in whole cell lysates as used for iCLIP here. The presence of significant XL sites in different regions of the transcripts points to different functions *At*GRP7 may fulfill when binding to different regions. The U/C-rich motifs identified in the 5′ UTR and exon by MEME were closely related, whereas they shared low similarities with the motif identified in the 3′ UTR. This may point to different binding modes of *At*GRP7 for different regions of the transcript. Differences in target site recognition in the 3′ UTR versus other regions of its target transcripts have been observed for Musashi1 (MSI1) in human cell culture [68].

Notably, the UCUUCUUC motif located in the 5′ UTR and the exon shows high similarity to two C/U-rich motifs enriched in targets of SR45 that are preferentially found in introns and 5′ UTRs of the SAR transcripts compared to the non-SAR transcripts [5]. A comparison of the SAR genes to the *At*GRP7 targets revealed that 150 of the 858 iCLIP targets and 61 of the high-confidence binders identified by both iCLIP and RIP-seq corresponded to SAR transcripts. Of the RIP-only targets, 503 were also found for SR45. This common set of targets may hint at overlapping or opposing functions of both proteins.

Previously, electrophoretic mobility shift assays revealed binding of *At*GRP7 to the 3′ UTR of its own pre-mRNA. Extensive deletion analysis and mutagenesis of the binding site unraveled a minimal sequence in the 3′ UTR, UUC UGG [39]. This motif was subsequently employed to study the RNA-binding dynamics of *Nt*GR-RBP1, a tobacco orthologue of *At*GRP7, by NMR [69]. Notably, iCLIP identified significant XL sites within a few nucleotides upstream and downstream of this motif, and an enriched pentamer maps to the motif, confirming the in vitro binding data in vivo (Additional file 1: Figure S7a). Furthermore, a binding site within the second half of the intron has been characterized in vitro [14, 18, 40]. 

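At LL36, 6 reproducible sites of *At*GRP7-GFP plants lay on bases of UUCUGG in the 3′ UTR of *AtGRP7*, and 19 on these bases or within 10 nt of them. Within 32 nt, the number was 41. At LL24, no reproducible site was found in *AtGRP7*, for which 3 sites were listed in 1 of the 3 *At*GRP7-GFP libraries.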

Although this region did not return XL sites in the iCLIP studies, an intron motif was detected next to the determined in vitro binding site [40]. It has been observed that in vitro binding studies and in vivo CLIP experiments result in common but also distinct binding sites. For example, for the well-studied *C. elegans* PUF (Pumilio/FBF) protein, iCLIP peaks without the canonical binding element have been identified [33]. It should be noted that, in addition to the sequence context, secondary structure features of the RNA are relevant for binding which are not taken into account in vitro [70]. Furthermore, UV light irradiation in CLIP techniques leads to crosslinking of RNA and protein mainly at uridines and thus some binding sites may be less efficiently identified [71, 72].

The MEME motifs we identified are similar in length to motifs identified for other proteins with a single RRM, e.g. *Arabidopsis* SR45 [5] or hnRNPC1/C2 in HeLa cells [41]. It remains to be determined whether additional proteins that act synergistically or antagonistically with *At*GRP7 may interact with the motifs. Furthermore, the accessory role the glycine-rich stretch has in RNA binding in addition to the RRM suggests that the binding site may be more extended [40].

### Impact of *At*GRP7 on targets

To unravel how *At*GRP7 affects its targets at the RNA level, RNA-seq was performed on plants lacking *At*GRP7 or having an elevated *At*GRP7 level. An advantage of including the *At*GRP7-ox plants is that, in the case of redundancies, changes in the mutant may be masked by other factors, yet upon overexpression a change may be seen. In the *grp7-1 8i* mutant, 4.46% of all DEGs at LL36 (93 of 2087) and 3.28% of all DEGs at LL24 (24 of 731) are iCLIP targets (Additional file 1: Figures S8 and S11); 2.78% of all DEGs at LL36 (58 of 2,087) and 1.92% of all DEGs at LL24 (14 of 731) are high-confidence targets also identified by RIP-seq. This compares well with the findings for the SR-like protein SR45, where 116 out of 4262 SR45 targets identified by RIP-seq (2.72%) are differentially expressed in *sr45-1* [5].

Importantly, our data suggest that the effect of *At*GRP7 on its direct target genes is predominantly repressive (Additional file 1: Figure S12). RNA-seq revealed a similar number of transcripts upregulated or downregulated in *At*GRP7-ox or *grp7-1 8i* plants compared to wt. In stark contrast, the bound targets are enriched for genes expressed at reduced levels in *At*GRP7-ox plants and upregulated in the *grp7-1 8i* mutant. This is seen for the high-confidence binders as well as for iCLIP and RIP-seq targets at both time points.

Among the high confidence binders were a number of transcripts implicated in stress responses. For example, *FAD2*, which is required for salt tolerance, is downregulated in the *At*GRP7-ox plants. It was reported that elevated levels of *At*GRP7 have a negative effect on germination and seedling growth under salt stress conditions [20]. Furthermore, several cold-responsive transcripts were among the binding targets. *At*GRP7 has been shown to promote freezing tolerance [20]. However, no noticeable difference in the expression of several transcripts implicated in freezing tolerance in either the mutant or *At*GRP7-overexpressing plants were found in response to low temperature [20]. It should be noted that numerous cold-responsive transcripts are controlled by the circadian clock and thus upon exposure to low temperature an acute temperature response is overlaid by changes in the circadian oscillator at low temperature [73, 74]. Therefore, more systematic investigations are required to monitor transcriptome changes in plants with altered *At*GRP7 levels across a wider range of low temperatures. It remains possible that the role of *At*GRP7 in freezing tolerance and its impact on the cold-responsive targets occur by another regulatory mechanism not seen at the transcript level. Furthermore, a number of transcripts bound by *At*GRP7 are associated with pathogen defense, including *HSPRO2* and several WRKY transcription factors. Previously, we observed that *At*GRP7 binds to the *PDF1.2* transcript associated with jasmonic acid/ethylene-dependent defense against necrotrophic pathogens and negatively affects its expression, whereas it does not bind to the *PR1* transcript and regulates *PR1* transcription indirectly [36]. Thus, the determination of the *At*GRP7 RNome and the dynamics of posttranscriptional networks controlled by *At*GRP7 in response to pathogens will be revealing.

Although at first sight it seems counterintuitive that a relatively low proportion of the binding targets are differentially regulated at the RNA level, this has been observed before for in vivo binding substrates of both RBPs and transcription factors. A comprehensive iCLIP analysis of the SR protein family in mouse P19 cells revealed that each of the SRSF1 to SRSF7 factors crosslinks to thousands of target transcripts [62]. However, few transcripts are altered in the cytoplasm when individual SRSFs are knocked down, pointing to redundant functions in mRNA export. No strict correlation between binding of *Saccharomyces cerevisiae* Puf3p and altered abundance in *puf3* deletion strains was observed, suggesting that other proteins may contribute to the regulation of the binding targets [75]. Comparison of the 2289 candidate ChIP target genes of the MADS-domain transcription factor APETALA1 (AP1), a key regulator of *Arabidopsis* flower development, with microarray data of the *ap1* mutant revealed 249 genes with > 1.8-fold differential expression [76]. Genome-wide identification of binding sites for two repressors of floral transition, FLOWERING LOCUS C and SHORT VEGETATIVE PHASE, revealed that 15 to 25% of the transcript changes were caused by direct regulation [77]. Furthermore, it should be kept in mind that crosslinking also captures transient interactions and thus may include interactions which are biologically “not meaningful” in the context investigated [78]. This does not rule out, however, that such an interaction may have functional consequences on target RNAs under other circumstances.

### Impact of *At*GRP7 on circadian transcript oscillations

The circadian clock controls transcription of about 30% of the *Arabidopsis* genome [79]. However, transcriptional rhythms lead to oscillations in mRNA steady-state abundance only if an mRNA is sufficiently short-lived [80]. Accordingly, increasing evidence points to regulation at the posttranscriptional level making an important contribution to the circadian transcriptome [81]. So far, it is known that *At*GRP7 negatively autoregulates the oscillations of its own transcript and of the paralog *AtGRP8* through binding to the pre-mRNAs. This causes alternative splicing and subsequent NMD. Mathematical modeling showed that this posttranscriptional regulation in response to rising *At*GRP7 protein levels during the day indeed contributes to the sharp evening peaks of the *AtGRP7* and *AtGRP8* oscillations [82]. Here, we showed that elevated levels of *At*GRP7 dampen circadian oscillations of two of its binding targets, *DRM2* and *CCL*. Furthermore, *AILP1*, previously found to be negatively regulated by *At*GRP7 at the time of its circadian peak, was also a direct in vivo target [18]. Further studies will have to show how *At*GRP7 controls the target genes identified here and how it may exert phase-specific effects that may result from the timing of its binding.

### Effect of *At*GRP7 on RNA processing steps

RNA-seq revealed alternative splicing events significantly changed in the *grp7-1 8i* loss-of-function mutant or *At*GRP7-ox plants. This expands our previous data using a high-resolution RT-PCR based alternative splicing panel [16]. Several of the transcripts that showed changes in alternative splicing upon altered *At*GRP7 levels were identified by iCLIP, RIP-seq, or both. For instance, of the high-confidence binders identified by both approaches, 40 showed changes in alternative splicing in *grp7-1 8i* and 71 in the *At*GRP7-ox plants (Additional file 2: Table S16). A comparison of the splicing patterns of a suite of *At*GRP7 targets at LL24 and LL36 did not reveal a prominent circadian clock-regulated influence of *At*GRP7 on the splicing events.

The overall low number of splicing targets in our analysis may be due to the use of total cell extracts used for the immunoprecipitation, with nuclear RNA thus being less represented. For the genuine *Arabidopsis* splicing factor SR45, 331 of the 4316 RIP targets (7.7%) were differentially spliced in the *sr45-1* mutant [5]. A similar effect was seen for the RBP Musashi1 (MSI1), which is involved in glioblastoma multiforme, the most malignant form of brain cancer. Uren and coworkers identified a large number of binding sites in introns. However, only 26 genes with significant changes in exon usage upon MSI1 knockdown were found, pointing to a rather limited effect of MSI1 on alternative splicing, at least in the cell type studied [68]. In other cases more prevalent effects of an RBP on targets identified by CLIP techniques were found; e.g., 60% of transcripts that are aberrantly spliced upon knockdown of RBM10 are direct targets [83].

Binding targets that are not regulated at the level of steady-state abundance or alternative splicing may be subject to regulation at others steps, e.g., translation or RNA transport. RNA-seq would fail to detect such effects. *At*GRP7 has already been shown to participate in different steps of posttranscriptional control in the cell. This is supported by our finding that *At*GRP7 binds transcripts with introns and without introns. 

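Of 818 candidate targets at LL36 with a gene model in the TAIR10.1 annotation, 121 (14.8%) had a model without an intron. Among all annotated coding genes, the share was 20.4%.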

Here we find evidence that *At*GRP7 may also regulate alternative polyadenylation of selected target transcripts. Furthermore, a role for RBPs in translational regulation in the circadian system is proposed by a recent study showing proteins with rhythmic steady-state abundance despite a constant mRNA level [84].

*At*GRP7 has also been shown to function as an RNA chaperone [17]. In line with this, we find transcripts with clusters of crosslink sites, pointing to cooperative binding (Additional file 1: Figure S4b, o). 

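In the clusters of sites seen in the LL36 libraries, neighbouring positions share evidence, since the authors' method sums crosslinks over 15 nt around each position. On average, 98.7% of the positions with a single crosslink had another significant position within 15 nt in the same *At*GRP7-GFP library (98.3% to 98.9% over the 5 libraries). After uniform placement of the same sites, this was 76.7%.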

In-depth studies are required to mechanistically connect *At*GRP7 binding to different transcript regions with function.

## Conclusions

Adaptation of iCLIP previously used for UV-irradiated mammalian cell monolayers [10] or *C. elegans* to plant tissue significantly expands the toolkit to identify RNA–protein interactions *in planta*. iCLIP combined with RIP-seq identified a set of 452 high-confidence targets of *At*GRP7, some of which are regulated by *At*GRP7 at the level of steady-state abundance or splicing. Targeted manipulation of the binding motifs detected in the vicinity of the XL sites will reveal their contribution to the control of the targets by *At*GRP7 in the plant. The binding motifs discovered here could now be used to predict additional *At*GRP7 targets. As numerous stress-responsive transcripts were found among the high-confidence binders, a next step is to unravel how posttranscriptional networks controlled by *At*GRP7 are reconfigured under stress.

## Methods

### Plant material

The line *AtGRP7::AtGRP7-GFP* expresses an *At*GRP7-GFP fusion under control of 1.4 kb of the *At*GRP7 promoter and the *At*GRP7 5′ UTR, intron, and 3′ UTR in the *grp7-1* T-DNA mutant, and the line *AtGRP7::GFP* expresses GFP only under control of 1.4 kb of the *At*GRP7 promoter, the *At*GRP7 5′ UTR, and 3′ UTR [16, 85]. The line *AtGRP7::AtGRP7 R* ^*49*^ *Q-GFP* expresses an RNA-binding mutant version with Arg^49^ exchanged for Gln [16]. The *grp7-1 8i* line has an RNAi construct against *At*GRP8 to counteract elevated *AtGRP8* levels due to relief of repression by *At*GRP7 in *grp7-1* [21]. *At*GRP7-ox plants express the *At*GRP7 coding sequence under control of the cauliflower mosaic virus (CaMV) 35S promoter [86].

### Plant growth

*Arabidopsis* seeds were surface-sterilized and sown on half-strength MS (Murashige-Skoog; Duchefa) plates [87]. Plants were grown in 12 h light–12 h dark cycles at 20 °C in Percival incubators (CLF laboratories) followed by free run under continuous light (LL). For RNA analysis, aerial tissue was harvested at subjective dawn or dusk for iCLIP, RIP, and RNA-seq or at 2-h intervals starting 4 h before subjective dawn for qPCR. At least ten plants were bulked for each sample per replicate.

### iCLIP

The iCLIP procedure developed by König and co-workers was adapted to plant tissue [55]. Seedlings on plates were subjected to irradiation with 254-nm UV light at a dose of 500 mJ/cm^2^ in a UVP CL-1000 UV crosslinker on ice. The plant material was quick-frozen in liquid N_2_ and ground to a homogeneous powder with mortar and pestle. Cell lysis buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 4 mM MgCl_2_, 0.25% Igepal CA-630, 1% SDS, 0.25% sodium deoxycholate, 5 mM DTT, Complete Protease Inhibitor (Roche), 100 U/mL RiboLock (Thermo Fisher), 1 mM phenylmethylsulfonylfluorid) was added to the powder. Lysates were precleared with sepharose beads for 1 h at 4 °C with constant rotation and subjected to immunoprecipitation with GFP Trap beads (Chromotek) or mock precipitation with RFP Trap beads (Chromotek). The RNA–protein complexes were precipitated for 1 h at 4 °C with constant rotation. The beads were washed four times with 1 mL cooled RIP-washing buffer (50 mM Tris-HCl, pH 7.5, 500 mM NaCl, 4 mM MgCl_2_, 0.5% Igepal CA-630, 1% SDS, 0.5% sodium deoxycholate, sodium salt, 2 M urea, 2 mM DTT, Complete Protease Inhibitor) and washed twice with 1 ml cooled original iCLIP wash butter (20 mM Tris-HCl pH 7.4, 10 mM MgCl_2_, 0.2% Tween 20) [10]. On the beads, the precipitate was treated with 2 μl Turbo DNase for 10 min at 37 °C (Thermo Fisher). For RNase digestion, 6.7 U RNase I (Thermo Fisher) were added. For library preparation, the RNAs were dephosphorylated and the L3 linker (Additional file 2: Table S18) was ligated to the 3′ ends using RNA ligase (NEB).

The 5′ termini were labeled using [γ-^32^P] ATP and polynucleotide kinase and the covalently linked RNA–protein complexes were separated on a 4–12% NuPAGE Bis-Tris gel (Thermo Scientific), and electroblotted onto a nitrocellulose membrane. Upon autoradiography, the regions above the fusion protein were cut out and subjected to proteinase K treatment, leaving a polypeptide at the interaction site. Subsequently, RNA was isolated from the membrane using TriReagent and reverse transcribed using primers containing a cleavable adapter region and individual barcode sequences (Additional file 2: Table S18).

After NaOH treatment, the cDNA was purified on a 6% urea-polyacrylamide gel and fragments in the size range of approximately 70–85 nucleotides (high, H), 85–120 nucleotides (medium, M), and 120–200 nucleotides (low, L), respectively, were eluted from the gel (Additional file 1: Figure S2c). The cDNAs were then circularized using CircLigase II (Epicentre) and an oligonucleotide (Cut-oligo) was annealed to generate a BamHI restriction site. Relineariztion via BamHI digestion results in adapters at both ends of the cDNA which were then PCR-amplified. After PCR optimization the three size fractions (H, M, L) were pooled with a ratio of 1:1:1, concentrations were assessed with Qubit dsDNA HS Assay Kit (Thermo Scientific), and 10 nM of the libraries were submitted to high-throughput sequencing after multiplexing of multiple samples. Sequencing was carried out using an Illumina HiSeq2500 (Eurofins) with 50-nucleotide single-end reads or at the Genomics Center of the Max-Planck-Institute for Developmental Biology, Tuebingen, with 100-nucleotide single-end reads.

### RIP-seq

Plants grown in 12 h light–12 h dark cycles for 16 days and subsequently shifted to continuous light were vacuum-infiltrated with 1% formaldehyde for 15 min at LL36 or LL24, followed by quenching with 125 mM glycine. A whole-cell extract was prepared in RIP-lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 4 mM MgCl_2_, 0.25% Igepal CA-630, 1% SDS, 5 mM DTT, 10 mM vanadylribonucleosid complex, 100 U/ml RiboLock (Thermo Fisher), 1 mM phenylmethylsulfonylfluorid, and Complete Protease Inhibitor). The extract was pre-cleared with Sepharose beads and subjected to immunoprecipitation with GFP-Trap beads (Chromotek), hereafter called IP+. After extensive washing with RIP washing buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, 4 mM MgCl_2_, 5 mM DTT, 0.5% Igepal CA-630, 1% SDS, 0.5% sodium deoxycholate, 2 M urea), co-precipitated RNAs were eluted with TriReagent and treated with DNase (Promega).

Libraries were prepared from three biological replicates using the Illumina TrueSeq Sample preparation kit, except for omitting the two rounds of poly(A) selection commonly used for total RNA as a starting material. Sequencing was carried out using an Illumina HiSeq2000 at the Genomics Center of the Max-Planck-Institute for Developmental Biology, Tuebingen, with 100-nucleotide single-end reads.

### RNA-seq

Col-2 wt plants, *At*GRP7-ox plants, and the *grp7-1 8i* line were harvested at LL36 or LL24 in parallel to the RIP-seq samples. Total RNA was isolated using the Universal RNA purification Kit (including DNase digestion; EURx, Roboklon). Total RNA integrity was analyzed on an Agilent 2100 Bioanalyzer using the Agilent RNA 6000 Nano Kit and RNA showing a RIN > 8 were further processed. Libraries were prepared from three biological replicates using the TruSeq RNA sample prep kit v2. Sequencing was carried out using an Illumina HiSeq2000 at the Genomics Center of the Max-Planck-Institute for Developmental Biology, Tuebingen, with 100-nucleotide paired-end reads.

### Bioinformatics

#### iCLIP-seq

Raw iCLIP reads were subjected to 3′ adapter trimming and quality filtering using *cutadapt* version 1.9.1 (https://github.com/marcelm/cutadapt). Only reads with a minimal length of 15 nucleotides and a quality score of 20 were kept. The trimmed and filtered reads were de-multiplexed by an in house python script available at https://github.com/GrosseLab/iCLIP. Identical reads including the same random barcode sequence were considered PCR duplicates and hence removed. The barcodes were trimmed from the remaining reads using *barcodeRemoval* from *PIPE-CLIP* [88]. The resulting reads were mapped to the *A. thaliana* TAIR10 reference genome with *STAR* v2.5.2a [89] using the additional transcript annotation file atRTD.gff from atRTD, a novel reference transcriptome containing more than 32,500 additional transcript isoforms [30]. Up to three mismatches were allowed, and only reads mapping uniquely were kept.

Putative XL sites were determined as described previously with minor modifications [10]. XL sites were determined separately for each transcript region due to possible differences in their expression level. For this, introns, exons (concatenated), 5′ UTR, and 3′ UTR were defined as separate regions based on the representative gene model deposited in TAIR10. For the following steps, only the XL sites (−1 position of the reads) were considered, whereas the rest of the reads were omitted.

To determine the significance of each XL site, the FDR was determined. For this, each XL site was extended by 15 nucleotides in both directions and the number of crosslinks were added up for each position, defining a height h. A distribution of the occurrence of each height in the corresponding region was specified, $$ \left\{{n}_1,{n}_2,\dots {n}_h,\dots {n}_{H-1},{n}_H\right\} $$, where $$ H $$ is the maximal height appearing in the region and $$ {n}_h $$ expresses the number of XL sites with height $$ h $$. Therefore, the probability of an observed height of at least $$ h $$ can be expressed by:

$$ P(h)=\frac{\sum_{i=h}^H{n}_i}{N} $$

To discriminate the observed heights from randomly appearing crosslinks, a randomized height distribution was generated 100 times for each region. For this, the same number of $$ N $$ crosslinks were distributed uniformly in the corresponding regions, assembling a background. The mean and standard deviation of each randomly generated height $$ \left({\mu}_h,{\sigma}_h\right) $$ were used to compute the FDR for every observed height:

$$ FDR(h)=\frac{\left({\mu}_h,+,{\sigma}_h\right)}{P(h)} $$

Crosslink positions with a FDR < 0.05 were considered as significant.

To increase reliability, especially in large regions with few crosslinks, the whole significance procedure (assigning XL sites to FDR) was repeated 1000 times to accommodate for variability. Crosslink sites with a FDR < 0.05 in at least 95% of the re-runs were further examined. Only those crosslinks that occurred at the same position in all but one of the replicates were considered for downstream analyses. In datasets with only two replicates, the XLs occurring in both were considered. This computation was performed for the *At*GRP7-GFP samples and the *At*GRP7 R^49^Q-GFP and GFP-only control samples separately. Transcripts with significant crosslink positions in the control samples were removed from the putative *At*GRP7 targets.

#### Motif discovery

A motif search was performed individually on each of the previously defined regions using the MEME suite 4.11.1 [38]. Each XL site was extended by ten nucleotides in either direction. The extraction of genomic sequences was done using bedtools [90], with the addition that thymine (T) occurrences were replaced with uracil (U). The background model was determined by randomly assigning the exact amount of crosslinks uniformly in every region of the transcripts where significant crosslink sites have been identified.

### Determination of pentamer enrichment at XL sites

The Z-score analysis was performed separately for the different transcript regions (introns, exons, 5′ UTRs, and 3′ UTRs). Crosslinks on transcripts antisense to the transcriptional direction of the corresponding gene were removed before proceeding. A random background was generated 100 times for each region, assigning random crosslinks uniformly across the corresponding region. All XL sites (experimental and random) were extended by ten nucleotides in either direction, resulting in 21-nucleotide-long genomic sequences. The pentamer frequency was calculated for each region independently. The Z-score for every pentamer in every region was then determined as follows:

$$ Zscore(P)=\frac{f_{P_{exp}}-\mu {f}_{P_{control}}}{\sigma {f}_{P_{control}}} $$

where *P* is pentamer, *f*_*Pexp*_ is the frequency of the observed pentamer, *μf*_*Pcontrol*_ is the mean frequency of the pentamer in the control dataset, and *σf*_*Pcontrol*_ is the standard deviation of the frequency in the control dataset for the given pentamer.

#### RIP-seq

The evaluation of RIP-seq data was done similarly to [34]. Raw RIP-seq reads were subjected to quality trimming and filtering by *Sickle v1.2* (https://github.com/najoshi/sickle) using parameters -l 50 -q 20. The trimmed and filtered reads were mapped to the *A. thaliana* transcriptome defined by atRTD.gff using *STAR* v2.5.2a [89] with the parameter --quantMode TranscriptomeSAM. Estimated read counts per transcript were obtained by *Salmon* v0.8.2 [91] and summarized into estimated read counts per gene by *tximport* [92]. rRNA, mitochondrial, and chloroplast genes were excluded from the analysis. Transcripts enriched in the RIP samples relative to the RNA-seq samples were detected by *edgeR* as described in the *tximport* vignette (https://github.com/mikelove/tximport/blob/master/vignettes/tximport.md). Genes with a FDR < 0.001 and a log_2_-fold change ≥ 0.5 were considered putative RIP targets.

#### RNA-seq

For the analysis of the RNA-seq data, only the 100-bp R1 reads coming from the original paired-end reads were used for further analysis. Raw RNA-seq reads were processed by the same pipeline as raw RIP-seq reads (see above) with the only exception of *Sickle* parameter –q 30. DEGs between *At*GRP7-ox and wt as well as between *grp7-1 8i* and wt were detected by *edgeR* (see above). Genes with a FDR < 0.05 and a TPM > 1 in at least one of the genotypes were considered putative DEGs.

### Changes in alternative splicing events

The estimated read counts per transcript obtained from Salmon were processed by *tximport* [92]. Alternative splicing events in the atRTD annotation [30] were classified using *SUPPA* [91]. Transcripts having just one annotated isoform were excluded from the analysis. Percentage spliced in (PSI) values, defined as the ratio between the TPM of the isoform including the event and the overall TPM of all isoforms for each splicing event for all genotypes, in wt and *At*GRP7-ox as well as wt and *grp7-1 8i* were compared and tested for significance. Events with a corrected *p* value < 0.01 and |ΔPSI| > 0.1 were considered significant.

### RT-PCR and real-time PCR

For semiquantitative RT-PCR, retrotranscribed RNA was amplified with Taq polymerase in a total volume of 20 μl. To determine the linear range of amplification for each primer pair, samples were withdrawn after 24, 26, 28, 30, 32, and 34 cycles. PCR products were separated on agarose gels and visualized by ethidium-bromide staining. qPCR was performed in a volume of 10 μl with the iTaq SYBR GREEN supermix (Biorad) using 45 cycles of 15 s at 95 °C and 30 s at 60 °C for RIP-qPCR and the circadian RNA kinetics, or in a volume of 20 μl with EvaGreen and GoTaq polymerase (Promega) using 45 cycles of 15 s at 95 °C, 20 s at 55 °C, and 20 s at 72 °C to investigate differentially expressed genes, respectively, in a CFX96 cycler (Biorad). C_q_ values were determined and relative expression levels were calculated based on non-equal efficiencies for each primer pair [93]. Data were normalized to *PP2A* (At1g13320) and expressed as the mean expression levels of the independent biological replicates with two technical replicates each ± standard deviation or as indicated in the figure legend. RIP-qPCR was performed as described [16]. Primers are listed in Additional file 2: Table S18.

### Immunoblot analysis

Immunoblot analysis of lysates and chemiluminescence detection was done as described [94]. Primary antibodies were the antipeptide antibody against *At*GRP7 (rabbit; dilution 1:2500), which discriminates *At*GRP7 from *At*GRP8 and lacks a signal in *grp7-1* [21], a polyclonal serum against LHCP (rabbit; 1:25,000) [95], and a monoclonal antibody against GFP (Roche catalog number 11 814 460 001; mouse; dilution 1:1000). Secondary antibodies were HRP-coupled anti-rabbit IgG (Sigma-Aldrich catalog number A 0545; dilution 1:5000) or HRP-coupled anti-mouse IgG (Sigma-Aldrich catalog number A0168; dilution 1:2500).

## Additional files

Additional file 1: Figure S1. Monitoring for UV stress upon UV crosslinking. Related to Fig. 1. **Figure S2.** iCLIP of *At*GRP7-GFP. **Figure S3.** Significant crosslink sites in *AtGRP7::GFP* (GFP), *AtGRP7::AtGRP7 R* ^*49*^ *Q* -*GFP* (RQ), and *AtGRP7::AtGRP7*-*GFP* samples. **Figure S4.** iCLIP crosslink sites on *At*GRP7 target transcripts. Related to Fig. 3. **Figure S5.** Scatterplot of RIP-seq data versus RNA-seq. **Figure S6.** Clustering of motifs identified by MEME analysis. Related to Fig. 5. **Figure S7.** iCLIP crosslink sites in the *At*GRP7 transcript in comparison to in vitro binding sites. **Figure S8.** Differentially expressed *At*GRP7 targets (DEGs) in plants with altered *At*GRP7 level at LL36. **Figure S9.** Position of the *At*GRP7 crosslink sites within the transcripts at LL24. Related to Fig. 2. **Figure S10.** Candidate binding motifs LL24. Related to Fig. 5. **Figure S11.** *At*GRP7 targets differentially expressed at LL24 in plants with altered *At*GRP7 levels. **Figure S12.** Changes in distribution of the log_2_ fold changes of genes differentially expressed at LL24 (DEGs) in the *grp7-1 8i* mutant or *At*GRP7-ox plants upon binding to *At*GRP7. Related to Fig. 6. **Figure S13.** Validation of differential alternative splicing of *At*GRP7 targets at LL36. **Figure S14.** Validation of iCLIP or RIP-seq alternative splicing targets by RIP RT-PCR. **Figure S15** Validation of differential alternative splicing of *At*GRP7 targets at LL24. (PDF 4700 kb)

Additional file 2: Table S1. Preprocessing of the iCLIP sequencing libraries at LL36 and mapping statistics. **Table S2.** *AtGRP7* iCLIP targets at LL36. **Table S3.** RIP read statistics at LL36. **Table S4.** RIP-seq targets at LL36. **Table S5.** High-confidence binders identified by both iCLIP and RIP-seq at LL36. **Table S6.** Pentamers enriched in the vicinity of the crosslink sites at LL36. **Table S7.** RNA-seq read statistics at LL36. **Table S8.** Differentially expressed *At*GRP7 targets at LL36. **Table S9.** Preprocessing of the iCLIP sequencing libraries at LL24 and mapping statistics. **Table S10.** *At*GRP7 iCLIP targets at LL24. **Table S11.** RIP read statistics at LL24. **Table S12.** RIP-seq targets at LL24. **Table S13.** High-confidence binders identified by both iCLIP and RIP-seq at LL24. **Table S14.** RNA-seq read statistics at LL24. **Table S15.** Differentially expressed *At*GRP7 targets at LL24. **Table S16.** Changes in alternative splicing among *At*GRP7 targets. **Table S17.** Alternative splicing of *At*GRP7 targets at LL24 vs. LL36. **Table S18.** Primers used in this study. (XLSX 888 kb)

## Abbreviations

CLIP: Crosslinking immunoprecipitation
DEG: differentially expressed gene
FDR: False discovery rate
GFP: GREEN FLUORESCENT PROTEIN
iCLIP: Individual nucleotide resolution cross-linking and immunoprecipitation
LL: Continuous light
NMD: Nonsense-mediated decay
PSI: Percent spliced in
PTC: Premature termination codon
RBP: RNA-binding protein
RFP: RED FLUORESCENT PROTEIN
RIP: RNA immunoprecipitation
RNA-seq: high-throughput sequencing of cDNAs
RRM: RNA recognition motif
TPM: Transcripts per million
UTR: Untranslated region
wt: Wild type
XL: Crosslink.

How the deposited data were processed for this re-analysis (not part of the article)

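The iCLIP libraries were made from *Arabidopsis* plants that express *At*GRP7-GFP, GFP alone or *At*GRP7 R49Q-GFP, grown in 12 h light and 12 h dark, transferred to continuous light (LL) and crosslinked at LL36 or LL24 with 254 nm UV light at 500 mJ/cm2. There were 5 *At*GRP7-GFP, 5 GFP-only and 2 *At*GRP7 R49Q-GFP libraries at LL36 and 3 of each genotype at LL24, 21 in all. Only the lists of significant XL sites of these libraries were used. RIP-seq and RNA-seq data were not analysed here.

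Each deposited count is the number of unique reads that start 1 nt downstream of a position. According to the authors' methods, reads were trimmed and filtered (quality score 20, minimum length 15 nt), PCR duplicates were removed with the random barcodes, and the remaining reads were mapped with up to 3 mismatches. The authors then compared the crosslinks, summed over 15 nt around a position, with 100 random placements within the same transcript region, and listed positions with an FDR below 0.05. The counts are whole numbers, are not scaled for depth and are given only at these positions. Mean counts at single sites were therefore taken over the libraries that listed the site, a choice made after the values were seen. Over all libraries there were 146241 entries at 145822 distinct positions.

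Positions were taken with their strand and the transcript the authors named, and were placed in the 5′ UTR, coding exons, introns or 3′ UTR of that gene model in the TAIR10.1 annotation. For 559 entries the named model was missing from this annotation, and 645 lay outside it. Another 297 were named intronic by the authors but were exonic in the model used here. These counted as intronic in the region shares and were left out of the base composition and pentamers of introns. Of all entries, 99.2% were placed in 1 of the 4 regions. Cumulative lengths of the regions were summed over 27444 coding genes, with 1 model per gene.

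A position was reproducible when significant in at least 4 of 5 libraries at LL36, in at least 2 of 3 at LL24 and in both *At*GRP7 R49Q-GFP libraries at LL36. Candidate targets were transcripts with a reproducible site in *At*GRP7-GFP plants and none in either control of the same time point. For the recurrence of evenly spread sites, sites of each library were placed uniformly within their regions 1000 times, without keeping their clustering. For pentamers, all 1024 pentamers were counted within 10 nt on either side of the sites and compared with 100 placements. MEME was not used.

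Numbers of sites per library were compared as log2(sites + 1) with two-sided exact permutation tests of the genotype labels, and quantities with an expectation within each library with two-sided exact sign-flip permutation tests over libraries. The significance level was 0.05, and the Benjamini-Hochberg method was applied over the 4 regions. Depth differs between the groups. The sums of counts per library range from 33 to 401493 over both time points, so that rare sites are missed in shallow libraries, and read numbers of LL36, from the paper's Table S1, were used as a scale in the comparisons per 1000 reads. Those of LL24 were not used here. Exact permutation p-values between 2 groups of libraries are the smaller tail doubled. With this doubling, the smallest p is 0.1 for 3 libraries against 3 and 0.0952 for 5 against 2.

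The alternatives tried were the number of libraries required, a tolerance of 1 or 3 nt in position, a count at or above the median of the library, merging of positions within 10 nt and other windows (5 and 20 nt). Others were the background and length used for the expectation, the use of the controls, the strand, the unit of the comparison, the replicate number as a block and leaving out each library in turn. At least 2 crosslinks per position, genes that overlap on either strand and the omission of 1 intron were added after the data were seen. All other alternatives, and the main comparisons with their tests, were set before the data were examined. Comparisons added afterwards were those of sites per 1000 reads with *At*GRP7 R49Q-GFP plants, of *At*GRP7-GFP site numbers between the time points, of region preference at LL24 and of candidate targets with Tables S2 and S5, of the share of control positions also found in *At*GRP7-GFP plants per library, and the counts of tRNA genes, of genes without introns and of sites around UUCUGG.

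Genes named in the text follow a rule set before the data were examined, but with Tables S2, S4, S5 and S8 of the paper already seen. They are the genes that the paper names as targets, as bound in RIP-seq alone, as not bound or as negative controls, transcripts with a reproducible site in a control, and the 10 candidate targets with the most reproducible sites at LL36 and the 5 with the most at LL24. tRNA genes at control sites and AT3G02830 are named in addition, after their values were seen.

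Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and a fixed seed. The procedure was tested on simulated data. Of 2688 planted sites, 91.4% were found as reproducible, against 91.9% expected from the simulated detection, no other position was called, and the log2 region ratios were recovered within 0.01. A planted pentamer ranked 1 of all pentamers, and at uniform sites the SD of the Z-scores was 1.01. The simulated sites were drawn at random and not in clusters. The simulation therefore checks the calculation, and not false calls or Z-scores at clustered sites such as those of the libraries.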

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

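Of the tests in this part, those of chance spread, of single *At*GRP7 R49Q-GFP libraries, of coincidence per library, of library depth and of transcripts shared with GFP-only plants were chosen after the result was seen.

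The excess of *At*GRP7-GFP over GFP-only libraries differed between the time points. On the log2 scale it was 9.55 at LL36 and 6.85 at LL24, a difference of 2.70 (two-sided exact permutation test of the time points within each genotype, p = 0.0446 over 3136 splits). The null of this test is that neither genotype changes with the time point, not that the excess is equal at both. A single library was not the source of the difference: with each library left out in turn, the difference lay between 2.05 and 3.74. The transcripts that recur in the controls do not account for it either, since it was 2.62 without the sites of every transcript with a reproducible control site (exact permutation p = 0.0794). Library depth stays open. *At*GRP7-GFP libraries held more sites at LL36 by 1.78, while GFP-only libraries held fewer, at -0.91, and the read numbers of LL24 were not used here. The time of day was not tested and remains open as a biological explanation. The paper describes LL24 as a further iCLIP experiment, so that time of day and experiment cannot be told apart.

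The paper names tRNAs among the transcripts of the controls, and at LL24 also small-subunit transcripts of ribulose bisphosphate carboxylase. Apart from this and their use as a control, it does not analyse the sites of *At*GRP7 R49Q-GFP plants at LL24. At LL24, 183 positions recurred in at least 2 of the 3 libraries, compared with 44 in GFP-only plants. Residual binding of the mutant protein would predict that these positions coincide with reproducible sites of *At*GRP7-GFP plants more often than those of GFP-only plants do. The shares were 97.8% and 97.7% (two-sided Fisher's exact test on positions, p = 1), both near 100%. Over all positions, 72.1% in *At*GRP7 R49Q-GFP and 58.9% in GFP-only plants were significant in an *At*GRP7-GFP library at LL24, but replicate 2 holds most of the former, with 2710 sites. Averaged over libraries, the shares were 69.9% ± 8.57 and 68.6% ± 12.7 (SD, n = 3 each; two-sided exact permutation test, p = 0.9, smallest possible 0.1). At LL36 they were 82.5% ± 10.6 (n = 2) and 61.2% ± 11.3 (n = 5), with p = 0.0952 in the exact permutation test, the smallest possible. Residual binding remains open. Of the positions, 57.9% lay in transcripts with a reproducible GFP-only position, but only 26 of the 183 were themselves reproducible in GFP-only plants, and in *RBCS1A* there were 49, compared with 13 in GFP-only plants. Background at transcripts shared with GFP-only plants may account for part of them. The excess of *At*GRP7-GFP over *At*GRP7 R49Q-GFP libraries was 9.16 at LL36 and 4.96 at LL24. Chance spread between libraries is not excluded for this difference of 4.20 (exact permutation test, p = 0.15 over 560 splits). It also depends on single libraries. It was 2.90 without the deepest *At*GRP7 R49Q-GFP library at LL24, replicate 2, so that this library is not its only source. Without 1 of the 2 *At*GRP7 R49Q-GFP libraries of LL36 it was 1.52 (replicate 1, with 12 sites) or 6.88 (replicate 2), so that a single library of LL36 may account for most of it. The time of day was not tested here either.

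In *At*GRP7-GFP libraries at LL36, 3.55% of the sites of replicate 3 were intronic, compared with 2.60% to 2.72% in the other 4 libraries. In *At*GRP7-GFP libraries at LL24, the range was 2.32% to 3.71%. Chance flags about 1 in 20 groups, and 16 groups and measures were tested. The number of sites in this library, with 27112 entries, does not explain the share, since the other libraries reached at most 2.51% when reduced to as many of their most crosslinked sites. The intron with the most sites does not explain it either: without it the share was 3.34%, and at most 2.62% in the others. No biological explanation was tested, as replicates share genotype and time point.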

How the results depend on the processing

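In this part, the alternatives with at least 2 crosslinks per position, with genes that overlap on either strand and without the intron with the most sites were chosen after the data were seen.

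In all, 496 alternative values were computed, 330 of them for results that answer a comparison. Of the latter, 289 kept their direction and their side of the threshold, or moved within the spread between libraries or within 1.5 times the count, 33 moved further, 2 lost their p under 0.05 and 6 changed sign. For the last 3 groups, the values follow, and the cause was not tested except where it is stated.

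The number of reproducible sites of *At*GRP7-GFP plants at LL36 was 34025 with 3 of 5 libraries required and 9371 with all 5, which follows from the number required. It was 33864 with a tolerance of 1 nt and 43506 with 3 nt. With counts at or above the median of each library it was 11660, and it was also 11660 with at least 2 crosslinks per position, because the 2 filters keep the same positions. Leaving out 1 library gave 20720 to 29314, with 28757 without replicate 3 and 29314 without replicate 4. Transcripts with these sites numbered 1267 with 3 of 5 libraries and 504 with all 5, and candidate targets 1263 and 500. In GFP-only plants at LL36, 30 positions were reproducible in 2 of 5 libraries, and 5 in 4 of 5 with at least 2 crosslinks. In *At*GRP7 R49Q-GFP plants at LL36, a tolerance of 1 nt gave 6 and 3 nt gave 12 positions.

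At LL24, 216 candidate targets were found with all 3 libraries, and 289 when transcripts with a site in any single control library were removed. Leaving out 1 library gave 229 to 389, with 282 without replicate 1 and 229 without replicate 2. Targets shared by both time points numbered 188 with all libraries of both and 202 without transcripts in any single control library. Leaving out 1 library gave 208 to 392, with the lowest value without LL24 replicate 2.

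The region preference at LL36 kept its sign in each region under every alternative run. For the region shares at LL24 against LL36, the small difference in the introns lay between -0.0459 and 0.652 percentage points with 1 library left out, and changed sign without LL24 replicate 1.

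Among the bases of the 20 leading pentamers in the 5′ UTR, U and C made up 83% with positions merged and 88% to 91% with 1 library left out. In the introns the share was 58% with 20 nt on either side, 51% with positions merged, 62% to 69% with 1 library left out and 62% without the intron with the most sites. In the 3′ UTR it was 72% against the regions of all annotated genes. The pyrimidine excess in the introns fell below 0 at both time points. With 20 nt on either side, it was -0.799 points at LL36 and -1.61 at LL24, and with positions merged, -1.02 and -1.71. The excess of the other 3 regions stayed above 0 under every alternative run.

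Libraries of different genotypes share replicate numbers. With the number as a replicate block, the differences between *At*GRP7-GFP and GFP-only libraries at LL36 remained 9.55 for sites and 2.40 for sites per 1000 reads, each with p = 0.0625 in an exact sign-flip permutation test, the smallest that 5 pairs allow. The difference between LL24 and LL36 in the 5′ UTR share was 0.397 points over the first 3 replicate numbers. Whether the numbers stand for joint preparations was checked in 13 pairs of libraries of equal number, by correlating deviations from the group over transcripts. The correlations lay between -0.277 and 0.227, and 3 were above 0.1. The numbers of sites per library, however, tended to go together over the replicate numbers (one-sided exact permutation test, p = 0.0635), with the same order of the replicates in each genotype at LL24 and not between *At*GRP7-GFP and GFP-only libraries at LL36, so that joint preparation stays open.

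Depth limits the controls. GFP-only libraries at LL36 had at most 18848 uniquely mapped reads, as the paper gives them, so that positions crosslinked at a low rate are not detected there.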

Differences from the paper's values

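In this part, the settings with at least 2 crosslinks per position, with genes that overlap on either strand and without the intron with the most sites, and their tests, were chosen after the values were seen. All other alternatives were set before the data were examined.

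For reproducible XL sites of *At*GRP7-GFP plants at LL36, the paper's value is 11021 and the value here is 19109. The values fall within 1.5 times of each other with all 5 libraries required (9371) and with counts at or above the median of the library (11660). They do not with 3 of 5 libraries (34025), a tolerance of 1 nt (33864) or 3 nt (43506), or 1 library left out (20720 to 29314). With at least 2 crosslinks per position, a setting chosen after seeing the values, the number is also 11660. Of the 858 transcripts of the paper's Table S2, 169 are then missing. These include the 36 that have no reproducible site under their own name even without this requirement. Candidate targets fall from 823 to 690 with it.

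For significant XL sites of GFP-only plants at LL36, the paper's value is 162, which the paper gives as 0.13% of the sites in *At*GRP7-GFP plants, and the values here are 369 and 0.265%. The paper's counts of 162 and 96307 sites give 0.168%. For *At*GRP7 R49Q-GFP plants, the paper's value is 349 and the value here is 541. No alternative was set for these numbers. The reproducible positions in GFP-only plants, 10 in the paper and here, are named in the deposited lists to 3 transcripts, and the paper's value is 6. The number of transcripts is 4 with 2 of 5 libraries required, within 1.5 times of the paper's. It remains 3 with 3 of 5 libraries and with each library left out in turn. It is 2 with at least 2 crosslinks per position. When genes that overlap the positions on either strand are counted in addition to the named ones, which was chosen after seeing the values, it is 6, and 9 of the transcripts of the paper's Table S2 are then not among the candidate targets.

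For the number of reproducible sites in each region, the paper's bars show about 4200 in exons, about 300 in introns and about 4800 in the 3′ UTR in Fig. 2a, read by eye. The values here are 6776, 561 and 9188. With counts at or above the median of the library, the values are 4004, 338 and 5878, within 1.5 times of the paper's. The other alternatives do not bring them there: these are the lengths of the candidate targets only, sites of candidate targets only, positions within 10 nt merged, all significant sites, the gene strand only, and 1 library left out. Observed over expected sites in the 5′ UTR are about 3.8 in Fig. 2a of the paper, read by eye, and 1.71 here. Over all of these alternatives, the value lies between 1.35 and 2.06, and none comes within 1.5 times of the paper's.

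The Z-scores of the paper's Table S6 are higher than those here. For CUUCU in the 5′ UTR, the paper's value is 60.4 and the value here is 19.1. For UUCUU in exons, the paper's value is 84.8 and the value here is 37.6. For CCGCG in introns, the paper's value is 110.2 and the value here is 11.5, and for UUCUG in the 3′ UTR, the paper's value is 72.3 and the value here is 15.5. The alternatives do not come within 1.5 times of the paper's values. They are windows of 5 and 20 nt, the regions of all annotated genes, merging of positions within 10 nt and 1 library left out, which gave 6.43 to 27.2 for CUUCU, 6.24 to 55.7 for UUCUU, 2.91 to 19.9 for CCGCG and 2.41 to 22.9 for UUCUG. The lowest values came with merging, except for CCGCG, where they came with the regions of all annotated genes. Omission of the intron with the most sites, also chosen after the values were seen, gave 14.1 for CCGCG.

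The paper places the site of *TCH3* (AT2G41100) in the first intron within the 5′ UTR. Position 17138088 lies in an exon of the 5′ UTR in the model AT2G41100.1, which the deposited lists name, and in an intron in the models AT2G41100.3, AT2G41100.4 and AT2G41100.6. The paper reports more than 1 of the reproducible *At*GRP7 R49Q-GFP positions in GFP-only plants too. Here it is 1 of 3, whether the reproducible positions or any library of GFP-only plants are taken. Of the intronic pentamers of Table S6, UGCGC and GCGCU have negative Z-scores here, at -0.535 and -0.689, while CCGCG has the highest of all. These pentamers are rare around the intronic sites, so that their Z-scores rest on very few occurrences. AT3G02830 is a candidate target here and is not listed in Table S2. For the 3′ UTR of *AtGRP7* (AT2G21660), the paper describes 3 significant sites around the sequence of 32 nt used for binding studies. The position of that sequence was not used here. Within 32 nt of UUCUGG, 41 single bases are reproducible here, and 69 in the whole 3′ UTR, each base counted separately.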

Other observations

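Of the tests in this part, those of overlapping genes, of single crosslinks left out, of a shared batch, of uridine and of the sites of targets at LL36 only were chosen after the result was seen.

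Of the transcripts of Table S2, 36 had no reproducible site under their own name. A candidate explanation is that sites were also counted for other genes that overlap them. Of the 36, 27 had a reproducible site of another transcript within their span, compared with 59 of 37027 other annotated genes without a site of their own (0.159%, two-sided Fisher's exact test, p = 7.13e-66). This leaves 9 without such a site. The count does not show on which strand the other transcript lay. At the reproducible GFP-only positions of LL36, the overlapping tRNA genes lay on the same strand. With genes that overlap on either strand counted, there were 906 candidate targets, compared with 858 transcripts in Table S2. Counting in this way would thus also add transcripts that Table S2 does not list. No biological explanation was tested.

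The list of reproducible sites at LL36 was longer than the paper's, while the lists of the controls had the paper's number of positions. That the paper left out positions with a single crosslink is argued against by the GFP-only list, which has 5 positions when at least 2 crosslinks are required, compared with the paper's 10, although the *At*GRP7 R49Q-GFP list keeps its 3. The cause stays open, and no biological explanation applies to a difference in processing.

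C/G-rich pentamers led in the introns, and a single intron, that of *AtGRP7*, held more sites than any other. The 5 introns with the most sites held 28.7% of them. Without the intron of *AtGRP7*, the fall in the C and G share of the 20 leading pentamers was -1 percentage point, meaning a rise from 61% to 62%, which argues against this intron as the source. No other explanation was tested.

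Taken over all groups, control libraries tended to hold more sites where the *At*GRP7-GFP library of the same replicate number did. GFP-only libraries at LL36 did not follow this: replicates 1 and 5 had the fewest sites, 31 and 21, while replicates 3 and 4 had the fewest in *At*GRP7-GFP plants. Over 86400 permutations of the replicate numbers within groups, a shared batch had a one-sided exact permutation p of 0.0635. For spill of *At*GRP7-GFP reads into the controls of the same number, measured as coincidence of positions with depth removed, p was 0.0694. Batch, spill and chance cannot be told apart with so few libraries. No biological explanation was tested.

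Uridine was the most frequent base at the XL position. UV crosslinking may favour uridine whatever the protein. Its excess over the flanking bases differed between *At*GRP7-GFP and GFP-only libraries at LL36 by 0.339 points (two-sided exact permutation test, p = 0.905; the smallest possible is 0.00794), and the sign rests on single libraries, as the difference was -1.73 without GFP-only replicate 1, which has 31 sites, and -0.405 without *At*GRP7-GFP replicate 4. In the other controls the excess was higher than in *At*GRP7-GFP libraries. The differences, *At*GRP7-GFP minus control, were -4.87 points for GFP-only libraries at LL24 (exact permutation p = 0.1, the smallest possible), -9.82 for *At*GRP7 R49Q-GFP libraries at LL36 (exact permutation p = 0.190, smallest 0.0952) and -2.50 for these at LL24 (exact permutation p = 0.3, smallest 0.1). Those of *At*GRP7 R49Q-GFP also depend on single libraries, with -2.54 at LL36 without replicate 1, which has 12 sites, and -0.435 at LL24 without replicate 1. A preference of *At*GRP7 for uridine was not excluded, as most positions of the controls were also significant in *At*GRP7-GFP plants.

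Most significant positions lay next to others. The height summed over neighbouring bases may make weakly crosslinked positions significant: 98.7% of the positions with a single crosslink had another within 15 nt, compared with 76.7% after uniform placement. Binding at clustered sites would give neighbours as well and was not tested.

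Of the 75 candidate targets at LL24 only, 78.7% had a significant site in at least 1 *At*GRP7-GFP library at LL36, and 32 had a position in 3 of 5. Of the 459 at LL36 only, 61.4% had one at LL24, and 28 were removed there for a site in the controls. The number of libraries required and the number of sites per library may account for part of both lists. The 177 targets at LL36 only without a site in any *At*GRP7-GFP library at LL24 had a median of 3 reproducible sites at LL36, compared with 16 in the targets of both time points, but 20 of them had at least 16. Of these, *CAT3* (AT1G20620) had the most, 178, while *COR27*, with 6 sites at LL36, kept 5 at LL24. The time of day was not tested and stays open for both lists.

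Candidate targets that Table S5 also lists from RIP-seq had more reproducible sites, with medians of 11 and 6 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). They may be the more strongly crosslinked transcripts. Transcript abundance, which raises the yield of both methods, was not tested.

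Reproducible sites in the 3′ UTR lay nearer the stop codon than the end. On a scale from 0 at the stop codon to 1 at the end, their mean position over transcripts was 0.341, and 0.313 to 0.394 in the 5 libraries (exact sign-flip permutation test against 0.5, two-sided p = 0.0625, the smallest that 5 libraries allow). An even spread along the 3′ UTR would give 0.5 and lies outside the range of the libraries. Annotated ends beyond those in use could also shift the mean, and this was not tested.

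*AtGRP7* itself had sites in single control libraries at LL36, 15 in GFP-only and 9 in *At*GRP7 R49Q-GFP plants, none of them reproducible. *AtGRP8* (AT4G39260) had 22 reproducible sites in *At*GRP7-GFP plants at LL36 and none at LL24.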
